# *cis*-regulatory variation modulates susceptibility to enteric infection in the *Drosophila* genetic reference panel

**DOI:** 10.1186/s13059-019-1912-z

**Published:** 2020-01-17

**Authors:** Michael V. Frochaux, Maroun Bou Sleiman, Vincent Gardeux, Riccardo Dainese, Brian Hollis, Maria Litovchenko, Virginie S. Braman, Tommaso Andreani, Dani Osman, Bart Deplancke

## Abstract

**Background:**

Resistance to enteric pathogens is a complex trait at the crossroads of multiple biological processes. We have previously shown in the *Drosophila* Genetic Reference Panel (DGRP) that resistance to infection is highly heritable, but our understanding of how the effects of genetic variants affect different molecular mechanisms to determine gut immunocompetence is still limited.

**Results:**

To address this, we perform a systems genetics analysis of the gut transcriptomes from 38 DGRP lines that were orally infected with *Pseudomonas entomophila*. We identify a large number of condition-specific, expression quantitative trait loci (*local*-eQTLs) with infection-specific ones located in regions enriched for FOX transcription factor motifs. By assessing the allelic imbalance in the transcriptomes of 19 F1 hybrid lines from a large round robin design, we independently attribute a robust *cis*-regulatory effect to only 10% of these detected *local*-eQTLs. However, additional analyses indicate that many *local*-eQTLs may act in *trans* instead. Comparison of the transcriptomes of DGRP lines that were either susceptible or resistant to *Pseudomonas entomophila* infection reveals *nutcracker* as the only differentially expressed gene. Interestingly, we find that *nutcracker* is linked to infection-specific eQTLs that correlate with its expression level and to enteric infection susceptibility. Further regulatory analysis reveals one particular eQTL that significantly decreases the binding affinity for the repressor Broad, driving differential allele-specific *nutcracker* expression.

**Conclusions:**

Our collective findings point to a large number of infection-specific *cis-* and *trans-*acting eQTLs in the DGRP, including one common non-coding variant that lowers enteric infection susceptibility.

## Background

Deciphering the relationship between genomic and phenotypic variation is a central goal in genetics. Genome-wide association studies (GWAS) have been extensively used to address this challenge by looking for variants that could explain a certain fraction of the genetic variance of phenotypes [1, 2]. More often than not, those variants are located in non-coding regions of the genome, rendering the inference of their putative function difficult [3–6]. Therefore, the study of intermediate molecular traits, such as gene expression levels, and how they are affected by genomic variation is a powerful complementary approach to linking geno- to phenotype [7, 8].

Since the first expression quantitative trait locus (eQTL) report in yeast [9], it has become clear that eQTLs could account for a substantial proportion of variability in gene expression following a cellular or organismal response to external stimuli. These eQTLs in turn advanced our understanding of the genetic basis of disease susceptibility. Indeed, eQTL studies in both mouse and human using monocytes, macrophages, dendritic cells, or other immune cells have been useful to better understand how genetic regulatory effects affect autoimmune disease [10–12], inflammatory bowel disease [13], resistance to *Salmonella* [14], and the molecular response to an infection stimulus [15–18]. These advances motivated the establishment of even larger-scale projects such as DICE (Database of Immune Cell Expression, eQTL, and Epigenomics) to characterize gene expression in all human immune cell types and to study how genetic variants affect these immune cell-related transcriptomes [19]. However, eQTL-related studies aimed at better understanding the genetic and molecular basis underlying gut immunocompetence have been lacking for practical and ethical reasons. Indeed, human intestine eQTL studies have to our knowledge so far been restricted to inflammatory bowel disease [13, 20–23].

A valuable alternative model to uncover the genetic and molecular mechanisms underlying variation in gut immunocompetence is *Drosophila melanogaster* given that this organism is by now widely used to study the biological processes mediating the response to enteric infection [24–28]. Moreover, previous work including ours has shown that gut immunocompetence is a highly variable and heritable trait, not only in human [29] and mouse [30], but also in *Drosophila* [31, 32]. Consequently, population resources such as the *Drosophila* Genetic Reference Panel (DGRP) can be effectively used to study the molecular nature of enteric infection-induced gene expression variation. In this study, we therefore explored the effect of genetic variation on gene expression and organismal phenotypes in the context of in vivo enteric infection in the DGRP. Despite several valuable eQTL studies in *Drosophila* involving the DGRP [33–37] and the *Drosophila* Synthetic Population Resource (DSPR) [38–40], none have so far focused on the response to infection.

To do so, we generated a large set of *Drosophila* control and *Pseudomonas entomophila* (*P.e*.)-infected gut transcriptomes to systematically investigate the link between gut gene expression levels and genetic variation. We used *P.e.* because it is a severe pathogen [41] that, along with other *Pseudomonas* species, is a natural pathogen to the fly [42]. We showed that genotype is a major determinant of global gene expression levels, revealing a large number of both shared and condition-specific *local-*eQTLs [43–45]. We then validated and catalogued these *local-*eQTLs into *cis* and *trans-*acting eQTLs using allele-specific expression on a set of F1 siblings from crosses between isogenic DGRP lines. Importantly, we identified *nutcracker* (*ntc*) as a gene that is differentially expressed between susceptible and resistant DGRP lines. Through classical genetic analyses, we found that it affects the immunodeficiency (Imd)-dependent enteric immune response through the induction of the major effector *Diptericin A* (*DiptA*). We also identified and in vivo validated a *cis*-regulatory variant in a predicted transcription factor (TF) binding site responsible for the difference in *ntc* expression between the resistance classes and validated the effect of the SNP on allele-specific gene expression in vivo. In this study, we thus leveraged the genetic tractability of the fruit fly, the ability to easily replicate experiments on the same genetic backgrounds, and investigation at the whole-organism level to characterize in depth the genetic and molecular mechanisms that contribute to gut immunocompetence variation in *Drosophila*.

## Results

### *Nutcracker* is the only gene that is significantly differentially expressed between resistance classes

To study global gene expression variation between two enteric infection resistance classes, we selected 38 DGRP lines from the phenotypic extremes from our previous study [31] with 20 being highly susceptible and 18 being highly resistant to enteric infection by *P.e.* (Fig. 1a). Adult female flies were infected and mRNA sequencing (mRNA-seq) performed on dissected guts 4 h post infection. We chose this 4 h timepoint to detect acute gene expression differences and thus to avoid indirect expression changes that may occur because of gut remodeling. In parallel, for each line, we also sequenced guts of sucrose-fed flies as controls. Each genotype and condition were replicated once. Since the DGRP lines are highly polymorphic, we opted for analyses on individualized genomes. To do so, we used the available genotype data [33], including single nucleotide variants as well as indels and structural variations, to generate individualized genomes and gene annotations (see “Material and methods”) which we used throughout the analyses. Seven of the analyzed lines were already included in our previous study [31], which allowed us to assess the biological reproducibility of the mRNA-seq experiment. After combining the expression count data from the two experiments and performing normalization and removal of batch effects, we performed conventional hierarchical clustering (Additional file 1: Figure S1a). This revealed that the samples from the same line and condition always cluster together, indicating that genotypic differences mediate expression-level differences and that batch effects are weaker than the infection or genotype effects.

**Fig. 1:**
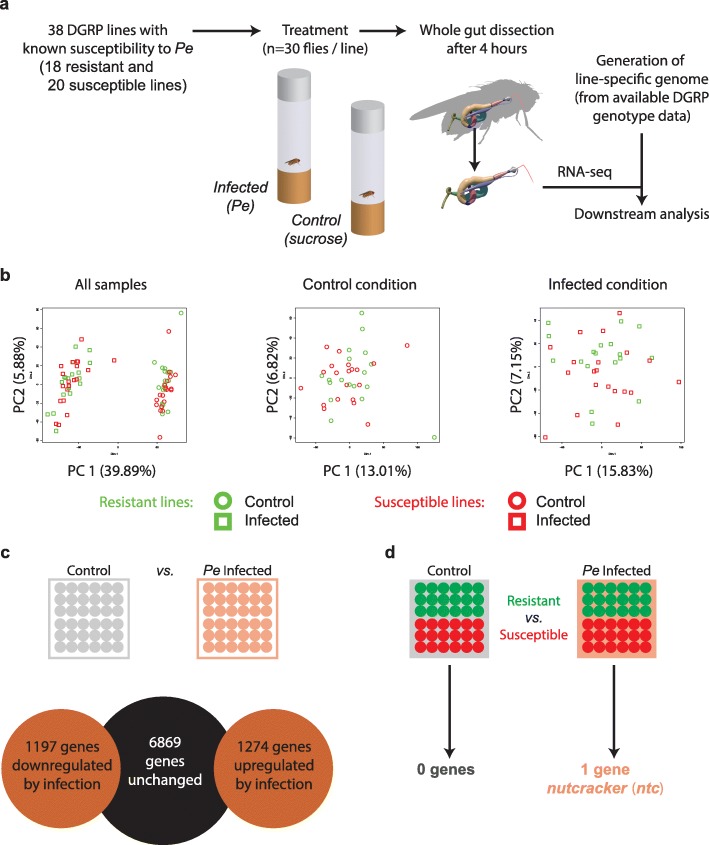
Expression profiling of phenotypic extremes does not reveal consistently differentially expressed genes between classes. **a** Study design: 30 adult female flies from two phenotypic extremes (18 resistant and 20 susceptible) of the DGRP were infected orally with *P.e.* or fed sucrose. Whole guts of ~ 30 flies were dissected per condition and line, then RNA sequencing was performed. Sequencing reads were mapped to individualized genomes, and the number of reads was counted per gene. **b** Principal component analysis plots of all the samples (left), the control condition (middle), and the infected condition alone (right). The R package FactomineR was used to obtain the coordinates of each sample in the first two components, as well as the variance explained by each component (in parentheses). **c** Infection leads to the differential expression of around 2400 genes (BH-corrected *p* value < 0.05, fold change > 2). **d** When lines of the two resistance classes are compared within condition, no genes are significantly differentially expressed in the control condition, and only one gene, *ntc*, in the infected condition

In a next step, we aimed to investigate how genetic variation influences the molecular and phenotypic differences between resistance classes. To first gain an unbiased, overall insight into the relatedness of the transcriptomes of the homozygous lines, we performed PCA on gene expression levels (Fig. 1b and Additional file 1: Figure S1b-c). While the infection effect is obvious and recapitulated by the first principal component (PC), lines from different resistance classes did not show any clear separation on the first two PCs. This is in contrast to our previous study, where we were able to see a modest separation on the second PC [31]. Furthermore, performing PCA on the expression levels within conditions yielded a similar result, with no obvious separation of the resistance classes on the first two principal components. A rationale for the disappearance of any separation compared to our previous study may include (i) our expansion of the number of lines (from 8 to 20 per extreme), therefore reducing the phenotypic spread, or (ii) the fact that the separation observed with the eight lines in our previous study may have been dominated by genotypic rather than treatment effects. Taken together, our findings suggest that, while the molecular impact of infection is similar among all tested lines and while the phenotypic differences are striking between the two resistance classes, the underlying transcriptomic differences are neither evident at the single gene- nor transcriptome-wide level. This is in line with our previous findings that higher-level modules related to specific biological processes such as stress response, ROS metabolism, and intestinal homeostasis [31] could explain differences between resistance classes.

Using standard gene-based differential expression analysis, we identified around 2400 genes that are either up- or downregulated 4 h post *P.e.* infection (FDR < 0.05, log fold change > 2, Fig. 1c). This is consistent with previous RNA sequencing and microarray results [31, 46]. Next, we explored gene expression differences between the resistance classes in the two experimental conditions. In our previous study, we had only found five and 34 mostly uncharacterized, differentially expressed genes in the control and infected conditions, respectively. We reasoned that this low number may reflect either the underpowered nature of our previous study, involving only four lines from each resistance class, or that there are effectively few consistent differences between the resistance classes at the single gene level. Strikingly, when considering 38 lines, we found again no differentially expressed genes in the control condition, and only one gene, *nutcracker* (*ntc*), in the infected condition (Fig. 1d). This observation supports the notion that the differences between the classes, while being overt at the physiological level (i.e., being alive vs. dead), cannot be fully explained at the single gene level using standard differential expression approaches, at least at the sampled 4 h post infection timepoint.

### The gene *nutcracker* is involved in the gut immune response

Because *ntc* had so far never been linked to the immune response, we first explored whether *ntc* affects gut immunocompetence given that its only described role is in sperm differentiation [47, 48]. To do so, we used a null mutant line that harbors a point mutation in the F-box domain of Ntc, *ntc*^*ms771*^ and tested its susceptibility to *P.e.* infection. Because flies homozygous for *ntc*^*ms771*^ are fragile and have a short lifespan in both control (Additional file 1: Figure S2a, log-rank test, *p* < 0.0001) and infected conditions (Additional file 1: Figure S2b, log-rank test, *p* < 0,0001), we backcrossed the fly line to itsbackground line (*bw;st*). We assessed the survival of F1 offspring compared to their control, i.e., we compared the survival of *bw;st,+/TM6B* to *bw;st,ntc*^*ms771*^*/TM6B* and *bw;st,+/+* to *bw;st,+/ntc*^*ms771*^. We observed decreased survival in all offspring flies harboring the *ntc* mutant allele. We also crossed the mutant line to *w*^*1118*^ and again scored survival, obtaining the same results. In both crosses, the decrease in survival was stronger in the balancer line compared to the one without a balancer chromosome (Fig. 2a, *p* < 0.0001 with balancer and *p* = 0.081 without balancer, log-rank test, Additional file 1: Figure S2d and S2e, cross with w^1118^, log-rank test *p* < 0.0001 with balancer, *p* = 0.9 without balancer). Furthermore, we performed RT-qPCR on dissected guts from the lines crossed to *bw;st* and found that *ntc* expression is, as expected, strongly reduced in mutant allele lines compared to control. Concurrently, the expression of the anti-microbial peptide *DiptA* was greatly reduced in flies harboring the *ntc* mutant allele compared to controls (Fig. 2b, c). We replicated these findings using two lines harboring P-element-induced mutations, *ntc*^*f03797*^ and *ntc*^*f07259*^, in or around the *ntc* locus, showing a decrease in survivability (Additional file 1: Figure S2c) and *DiptA* expression (Additional file 1: Figure S2f). Interestingly, we also found that *ntc* is not expressed in the *Rel*^*E20*^ mutant line, which harbors a Relish loss of function which disrupts the Imd pathway, upon infection (Additional file 1: Figure S2f). Furthermore, we observed that *ntc* expression is induced in the gut after infection (infection log_2_ fold change = 1.8, Benjamini-Hochberg adjusted *p* value = 7.87e^− 11^) and resistant lines have greater *ntc* expression than susceptible ones (log_2_ fold difference = 1.26, Benjamini-Hochberg adjusted *p* value = 0.009) after infection, but not in the control condition (Fig. 2d). Together, these results show that loss of *ntc* leads to enhanced susceptibility to *P.e.* infection and suggest that loss of or decreased *ntc* expression negatively influences the enteric immune response through downregulation of Imd pathway effectors upon *P.e.* infection.

**Fig. 2:**
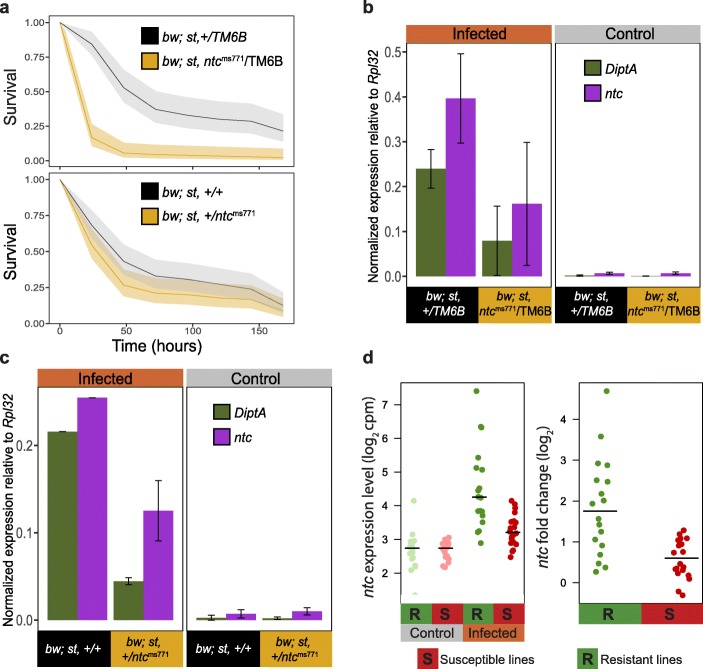
The gene *nutcracker* is involved in the gut response. **a** Survival of lines harboring a null mutant (yellow) allele *ntc*^*ms771*^ with (top panel) and without (bottom panel) TM6B balancer upon *P.e.* infection compared to control (black). Log ranked test *p* < 0.0001 and *p* = 0.081 for lines with and without balancer chromosome, respectively. Shaded area represents the 95% confidence interval. **b** Gene expression of *ntc* (purple) and *DiptA* (green) as measured by qPCR, normalized to *RpL32* in control (left) and infected (right) conditions in *ntc*^*ms771*^ mutant (yellow) and control (black) lines with TM6B balancer. **c** Gene expression of *ntc* and *DiptA* as measured by qPCR, normalized to *RpL32* in infected (right) and control (left) conditions in *ntc*^*ms771*^ mutant (yellow) and control (black) lines without TM6B balancer. Data presented in **a**–**c** are based on at least three biological replicates. **d** Left panel: Expression level (in log2(cpm)) of the *ntc* gene by resistance class in control (gray) and infected (orange) conditions. Right panel: Fold change of *ntc* expression by resistance class after infection. Green and red points represent resistant and susceptible DGRP lines, respectively

### Genetic analysis reveals pervasive, condition-specific gene expression variation

We next sought to uncover the molecular mechanisms underlying differential *ntc* expression between resistant and susceptible lines by cataloguing the effect of genetic variation on gene expression levels including *ntc* for the two treatment conditions. To do so, we used Matrix eQTL [49] to identify *local-*expression Quantitative Trait Loci (*local*-eQTLs) (i.e., within a window of 10 kb up- and downstream of genes) whose alleles correlate with the expression levels of nearby genes. To avoid artificial inflation in the *p* values due to the correlation between two samples of the same strain derived from the control and infected conditions, we performed the analysis separately for the two experimental settings, while considering co-variates such as genetic relatedness and *Wolbachia* infection status (“Material and methods”). Using this model, we identified 6348 and 5904 *local*-eQTLs (Benjamini-Hochberg adjusted *p* value < 0.05 corresponding to a raw *p* value of 1.6e−4 and 1.4e−4, respectively) for 1038 and 1087 genes in the control and infected conditions respectively (Fig. 3a).

**Fig. 3:**
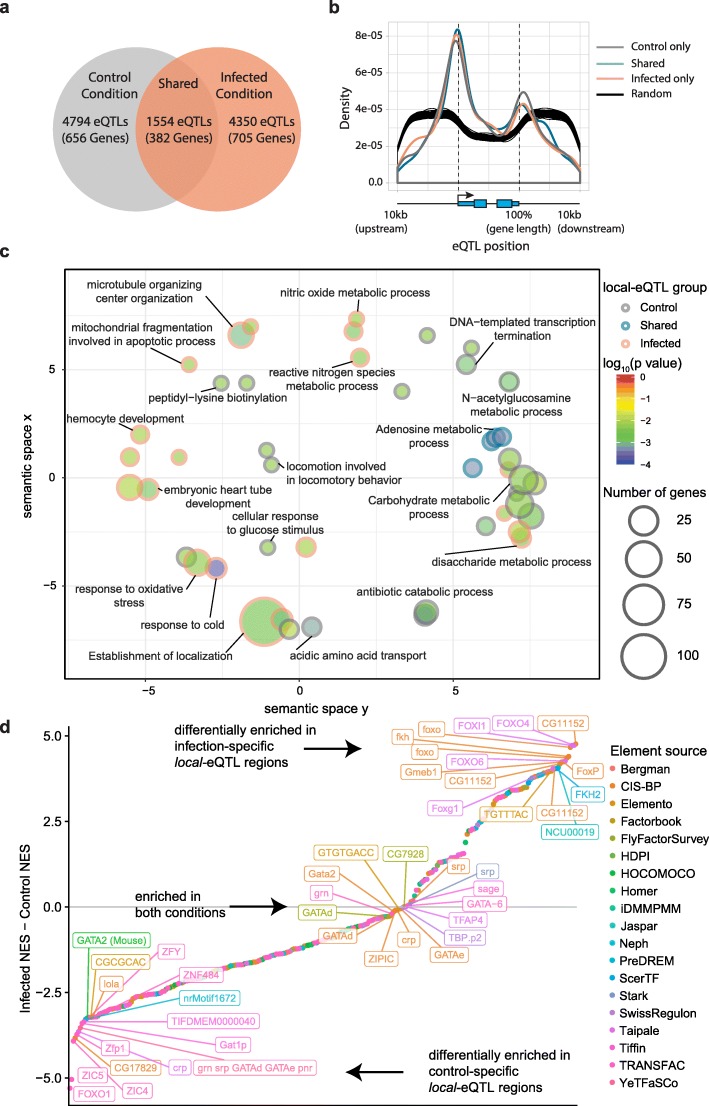
*local*-eQTL analysis links natural variation to gene expression levels. **a** Infection leads to the differential expression of around 2400 genes (BH-corrected *p* value < 0.05, fold change > 2). **b** Metaplot of the location of *local*-eQTLs with respect to their associated genes’ transcription start sites (TSS). The gray, blue, and orange lines represent the control, shared, and infected conditions respectively. Since SNP density is not uniform in the genic windows, the black lines represent the density of random samples of SNPs drawn from the pool of all SNPs that were included in the *local-*eQTL scan. Specifically, they are 100 samples of 5904 SNPs, which is equal to the number of detected *local-*eQTLs in the infected condition. **c** Graphical representation of enriched biological process gene ontology terms based on the lists of genes with significant *cis*-eQTL associations. The GO analysis was performed using the GOstats [50] R package (hypergeometric test *p* value < 0.005), and REVIGO [51] was used to reduce redundancy in the ontology groups and plot them by semantic similarity (allowed similarity = 0.7). The size of the circle indicates the number of genes belonging to a certain GO category, and the color indicates enrichment significance. The log_10_(*p* value) is the hypergeometric test FDR-corrected *p* value enrichment result. The *X*/*Y* space is the multidimensional scaling (MDS) of the pairwise semantic similarity measures (simRel). Closer terms in this 2D space imply closer GO terms (based on their similarity). **d** Differential enrichment of TF motifs around condition-specific *local*-eQTLs. Separate analyses were performed on i-cisTarget using regions of 201 bp centered around *local*-eQTLs specific to the control or infected condition. The difference between the infected and control normalized enrichment scores (NES) from the two analyses was calculated for each tested motif/feature. The color of the motif indicates the source database [52, 53]. The top 15 motifs from each side as well as the 15 motifs closest to 0 are labeled

Interestingly, while 22% of *local*-eQTL-associated genes were shared between the two treatment conditions, the majority of detected *local*-eQTLs were condition-specific, emphasizing the substantial contribution of cryptic genetic variants to gene expression variation, especially in the presence of a strong transcriptome-altering stimulus such as infection. However, since the analyses were performed on only 38 strains, it is possible that statistical power limitations may be inflating the number of condition-specific *local*-eQTLs. To address this possibility, we first characterized the allele frequency spectrum of all significant *local-*eQTLs and found no systematic bias in allele frequency with respect to the number of identified *local-*eQTLs (Additional file 1: Figure S3a). For each *local-*eQTL, we then calculated the percentage of variance explained by genotype, and again found no clear relationship between allele frequency and the number of shared *local-*eQTLs (Additional file 1: Figure S3b). Subsequently, we performed simulations under idealized conditions for a wide range of allele frequencies and genetic contributions to variance, following a strategy described in [54] (Additional file 1: Figure S3c). These analyses revealed that the power to detect a *local-*eQTL has a broad range, implying that many condition-specific and shared *local-*eQTLs are likely not detected in our study at the lower bounds of the allele spectrum or genetic contribution. For example, the power to detect a *local-*eQTL with a MAF of 0.15 and a genetic contribution of 30% is 10% whereas it reaches 100% when the MAF is 0.5 and genetic contribution is 50%. We also simulated the power of detecting a shared *local-*eQTL by performing simulations in pairs that share the same genetic components but with a random environmental component. As expected, the power to identify a shared *local-*eQTL increases sharply as a function of increasing allele frequency and genetic contribution to trait variance (Additional file 1: Figure S3c). These simulations imply that if limited power leads to more condition-specific *local-*eQTLs, we should observe a relatively greater number of condition-specific *local-*eQTLs in the lower allele-frequency spectrum. However, we did not observe such a trend in our data. In fact, the odds of identifying condition-specific *local-*eQTLs versus shared *local-*eQTLs did not change as a function of allele frequency (Additional file 1: Figure S3d-f). Given these observations, we conclude that limited power cannot be a major reason for the observed, low number of shared *local-*eQTLs. Furthermore, we found that the meta-distribution of detected *local*-eQTLs around the respective transcription start sites (TSSs) is similar between the two conditions. The distribution also followed the expected pattern in that their density was highest around the TSS with a peak immediately downstream of the TSS, also involving the most significant associations (Fig. 3b). By defining genes that are expressed in the gut as genes with at least five reads in at least 38 samples out of 76, we further revealed that 26% of them could also be linked to at least one *local-*eQTL, reflecting pervasive genomic variation-mediated gene expression differences. Of particular interest is that we found 2 and 13 *local-*eQTLs linked to *ntc* in control and infected conditions respectively.

Because variation in the expression of *ntc* is unlikely to explain all by itself the difference in susceptibility to infection, we decided to use the generated *local-*eQTL dataset to uncover pathways affected by genetic variation. To do so, we performed Gene Ontology analyses on the control, infected, and shared set of *local-*eQTL genes. This analysis revealed few enriched terms in shared *local*-eQTL-associated genes. Genes linked to control-specific, *local*-eQTLs tended to be in metabolic processes, while infection-specific terms included terms related to response to oxidative stress, cold, reactive nitrogen species metabolism, and mitochondrial fragmentation (Fig. 3c). This suggests that genetic regulatory variation in the infected condition might be affecting distinct biological processes. To provide an additional layer of characterization, we explored whether infection-specific *local*-eQTLs are preferentially located in the proximity of *cis*-regulatory features / TF motifs. We considered a region of 200 bp around each eQTL and used i-cistarget [52, 53] to test for TF motif enrichment in infection- compared to control-specific regions. We found that regions from both tested conditions feature a similar enrichment of GATA TF motifs. Given the well-established role of GATA factors in gut development and homeostasis [55, 56], this result serves as a sanity check for our approach. Interestingly, regions surrounding infection-specific *local-*eQTLs were differentially enriched for motifs from the Forkhead box (FOX) TF family (Fig. 3d). Given that FoxO signaling is activated after oral bacterial infection and has been shown to be required for survival, we speculate that infection-specific *local*-eQTLs may be exposed by FoxO activation [57]. Taken together, our analyses catalogued a large set of genomic loci that affect gene expression levels only in the infected condition, collectively rendering them interesting candidates for a role in influencing the overall susceptibility of *Drosophila* to infection.

### Large-scale in vivo *local-*eQTL characterization via allele-specific expression

We have so far uncovered many shared and condition-specific *local-*eQTLs, but our analyses did not inform whether these *local-*eQTLs are *cis-* or *trans-*acting. For example, while we identified 13 *local-*eQTLs linked to *ntc* in the infected condition, we are at this point unable to characterize their precise mode of action, preventing insights into the underlying regulatory mechanisms. To validate the effect of a particular variant on relevant genes, eQTL studies have so far often resorted to classical molecular biology techniques such as chromatin immunoprecipitation and small-scale reporter assays [58, 59]. While the recent emergence of Massively Parallel Reporter Assays allows for a much more systematic analysis of the regulatory effect of variants in transcriptional elements [60–62], these assays are still unable to consider the complex interaction between genetic variation and gene expression.

We therefore decided to exploit our experimental setting to thoroughly validate the detected *local-*eQTLs and explore their putative *cis-*regulatory nature by investigating their effect in a different genetic background*.* Specifically, by implementing a large-scale allele-specific expression analysis, we aimed at examining whether *local*-eQTLs induce the expected imbalance in expression between maternal and paternal alleles in an F1 cross [63, 64]. To achieve this, we selected 19 DGRP lines and crossed them in a round robin scheme (Fig. 4a and Additional file 1: Figure S4a) to maximize the number of F1 offspring that feature heterozygous genotypes for our set of predicted *local-*eQTLs, including those linked to *ntc*, such that we could assess allele-specific gene expression and infer *cis-*regulatory effects. Using the F1 individuals, we infected two to three- day-old adult females for 4 h and extracted RNA from their dissected guts. As a control, a similar number of female adults were fed sucrose and processed in similar fashion. 

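The F1 guts were profiled by BRB-seq, in which the cDNA of each sample is barcoded at the 3′ end of the transcripts and all samples are then sequenced as a pool. The samples analysed here come from 18 crosses, each with a mother of a DGRP line and a father of the next line of the ring, and the cross that closes the ring was not analysed here. Each sample pooled 10 guts of females that had fed for 4 h on *P.e.* at an OD600 of 100 in sucrose or on sucrose alone. The paper's methods give the sucrose at 1.25%, whereas the sample labels give 1.5%. With both replicate experiments, 36 control and 35 infected samples entered the comparisons, since the paper dropped the infected sample of replicate 2 of cross DGRP-142 x DGRP-217. The authors aligned the reads with STAR, kept unique alignments, removed duplicates by barcode and molecular identifier where one existed, and deposited for each gene the number of reads on it and the numbers assigned to the maternal and to the paternal line, without normalization. Counts covered 14869 genes. Between 719162 and 1926302 reads per control sample were counted on genes, with a median of 1080128, and between 901053 and 2484352 per infected sample, with a median of 1500401. Replicate samples of a cross and condition differed by more than the sampling noise in every pair, the smallest chi-square per degree of freedom over 46 pairs of F1 and homozygous samples being 1.74 in the pair with the dropped sample and 4.05 in the others. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test with the cross as a covariate, over the 7109 genes with more than 5 counts in most of the samples. A gene was called with a change of at least 2-fold and a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the paper. The choices that could change these numbers are the scaling, the filter on low counts and the fold threshold, and each was varied.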

We replicated this experiment to obtain two biological replicates and subsequently used BRB-seq, a high-throughput and cost-effective transcriptomics approach developed by our lab [65], to derive gene expression profiles for each of the processed samples (see “Material and methods”). Along with the F1 offspring, we also processed and sequenced four homozygous lines. 

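The homozygous samples analysed here come from 5 lines, with 2 replicates per line and condition and counts per gene deposited without normalization. The paper compares lines DGRP-313, DGRP-386, DGRP-486 and DGRP-890, and these 4 lines make up the values below. Their control samples held between 1266748 and 2766478 reads on genes, with a median of 2066128, and their infected samples between 933518 and 3270618, with a median of 1730766. Homozygous flies carry a single allele per gene, so no reads were assigned to parents in these samples. DGRP-229 does not enter the paper's comparison, and the paper gives no reason for leaving it out. Its samples held 2649725 and 1895201 reads in the control condition and 1023679 and 1210443 in the infected condition. The infection response was tested with the line as a covariate over the 6884 genes that passed the same count filter.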

We assessed the quality of the F1 offspring replicas after removing a sample for which downstream sequencing failed (Additional file 1: Figure S4b) by performing PCA and correlation analysis on the gene count matrix. 

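In a principal component analysis of the 71 F1 samples on log2 CPM (TMM, voom with quantile normalization, 7109 genes, centred and scaled), the first component held 32.0% of the variance and the second 5.22%. The condition explained 87.5% of the spread of samples on the first component and the replicate experiment 0.0726%. A permutation test of the condition within crosses gave p = 1e-05, the smallest value that 100000 resamples can give, and one of the replicate experiment gave p = 0.603 (both two-sided). Of the 36 control samples, 1 had a positive score on the first component, the sample labelled DGRP-721 x DGRP-890 control replicate 1 at 22.7, and of the 35 infected samples, 1 had a negative score, the sample labelled DGRP-721 x DGRP-890 infected replicate 1 at -47.9. Without replicate 1, the condition explained 96.7% of the first component and no sample lay on the other side of 0, and without replicate 2 it explained 79.5%. The third component held 3.12% of the variance, and the replicate experiment explained 25.7% of it.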

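By gene, 1130 of the 7109 genes tested changed upon infection in the F1 samples, 785 of them higher and 345 lower in the infected condition, and 795 of the 1130 changed in the same direction in every cross. The fold threshold moved this count most, with 220 genes called at 4-fold. The largest increases among genes that rose in 18 of 18 crosses were those of *CG33468*, *CG8620*, *CG5550*, FBgn0038351 and *CG14499*, with log2 fold changes of 4.40, 4.33, 4.31, 4.29 and 4.17. For *CG14499* the CPM were 148 ± 82.7 in the control condition (SD, n = 36) and 2819 ± 1225 in the infected condition (SD, n = 35), and its log2 fold change had a standard error of 0.15 (adjusted p = 6.69e-31, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest decreases were those of *Ser8*, *CG13360*, *Cyp4d14*, *CG1946* and *CG8112*, with log2 fold changes of -4.45, -3.26, -3.20, -3.04 and -2.96, each lower in 18 of 18 crosses. *Rel*, the transcription factor of the Imd pathway, rose from 139 ± 104 to 806 ± 205 CPM (SD, n = 36 and n = 35), a log2 fold change of 2.59 (standard error 0.13, adjusted p = 1.02e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its highest control value was 719 CPM and its lowest infected value 114. All values by gene and by cross include both DGRP-721 x DGRP-890 samples of replicate 1, which lay on the other side of the first component. *Dredd* rose by 0.44 on the log2 scale and *foxo* fell by 0.30, below the 2-fold threshold. *DiptA* did not pass the count filter in these samples and stood at 3.24 ± 2.78 CPM in the control condition and 21.4 ± 48.1 in the infected condition. No reads were counted on any of the 36 mitochondrial genes, and the 40 Y-linked genes together had 19 reads in all F1 samples. From its component analysis the paper states that no major batch effect was present between the replicate experiments and that the conditions separated (Additional file 1: Figure S4c-S4d).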

The latter analysis revealed no major batch effects between replicate experiments and strong separation between infected and control samples (Additional file 1: Figure S4c-S4d). To benchmark our transcriptomic approach, we compared the four lines sequenced by both TruSeq and BRB-seq. We found that the two methods highly correlate on the number of counts for each gene in control (Additional file 1: Figure S5a-S5d, Pearson *r* > 0.82) and infected conditions (Additional file 1: Figure S5e-S5 h, Pearson *r* > 0.82) and on the fold change of differentially expressed genes (Additional file 1: Figure S5i, Pearson *r* = 0.795), consistent with previous results [65]. Together, these analyses demonstrate that our BRB-seq approach is able to recapitulate the original dataset at a raw level with similar read counts and information level with matching fold change.

**Fig. 4:**
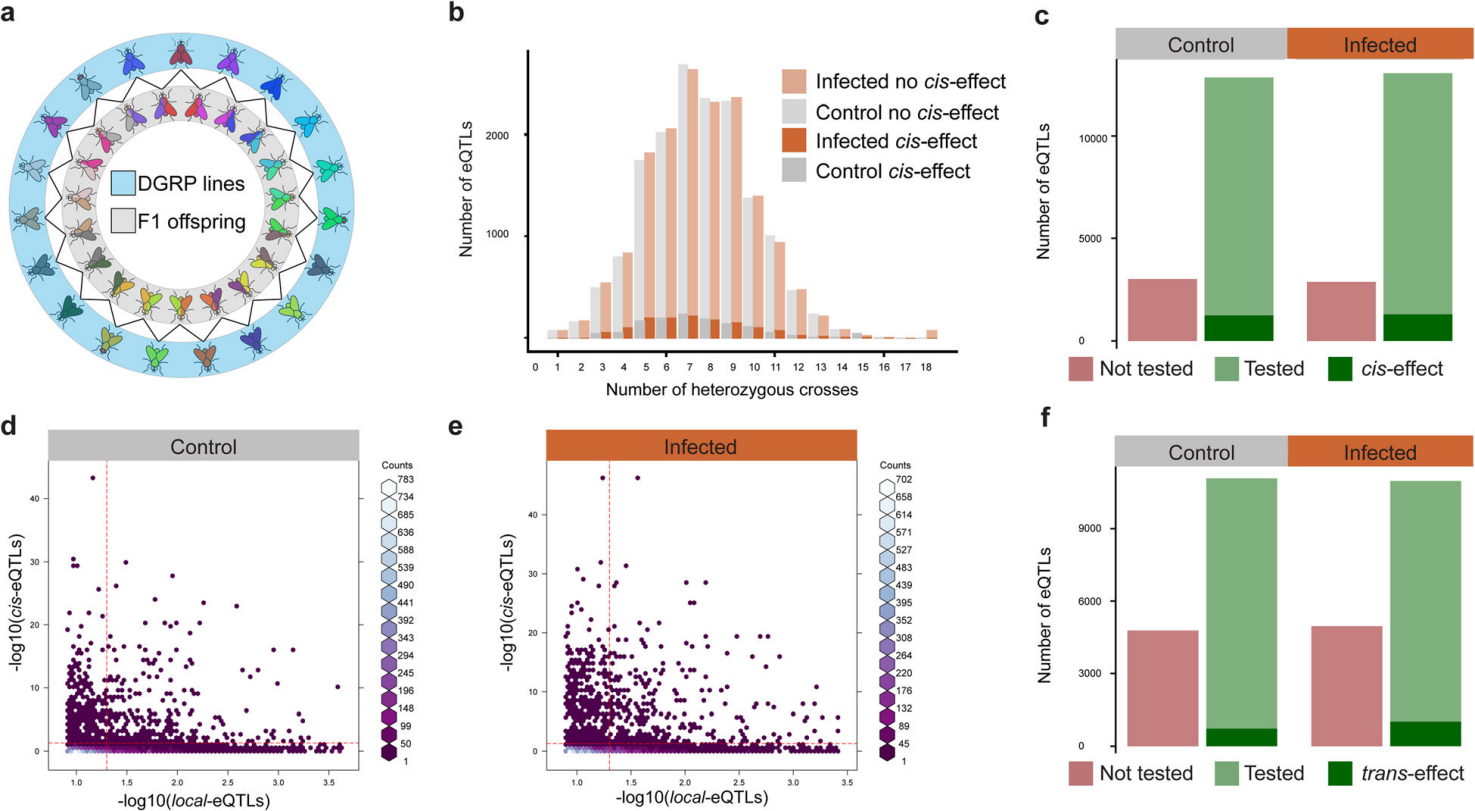
*local-*eQTL characterization by allele-specific expression reveals few *cis-*acting variants and a comparable distribution between *cis-* and non *cis-*eQTLs. **a** Schematic of the round robin design: isogenic parental lines (blue) were crossed to two different lines and heterozygote F1 female offspring (gray) were used for infection and further processing. **b** Distribution of the number of heterozygous crosses per eQTL in control (gray) and infected (orange) conditions. The distribution of *cis*-eQTLs (dark gray and dark orange) is not affected by the number of heterozygous crosses that are available to perform the calculations. **c** Number of eQTLs passing the data cutoff for *cis-*characterization (light green) and rejected (red) in control (19%) and infected (18%) conditions. *cis-*eQTLs are indicated in dark green with 9.7% and 7.5% of *local*-eQTLs in infected and control conditions respectively. **d**, **e** Correlation between *local-*eQTL *p* values (*x*-axis, −log10(Benjamini-Hochberg adjusted *p* value)) compared to *cis-*eQTL calculated *p* values (*y*-axis, −log10(Benjamini-Hochberg adjusted *p* value)). Vertical and horizontal lines represent the 0.05 cutoff in control and infected conditions. **f** Number of eQTLs passing the data cutoff for *trans-* characterization (light green) and rejected (red) in control (30.2%) and infected (31.2%) conditions. *Trans-*eQTLs are indicated in dark green with 6.6% and 9.3% of *local*-eQTLs in infected and control conditions, respectively

We selected a subset of 15,851 eQTLs from the control condition and 15,923 ones from the infected condition among our detected *local*-eQTLs, with an FDR < 0.1 for further validation. To detect differential allele expression as driven by an eQTL-linked variant, we required at least one cross whose offspring would be heterozygous for the selected variant to assess allelic expression imbalance. To identify those crosses, we used the DGRP freeze 2 genomic data resource [33]. Even though we used only 19 DGRP lines, our design allowed us to comprehensively interrogate the majority of detected *local-*eQTLs on the subset of 38 lines. We thereby note that for an eQTL to be “testable,” the focal SNP must have lines that are heterozygous at this locus. Plotting the distribution of the number of lines that are heterozygous for one locus revealed that the average number of heterozygous crosses per *local-*eQTL variant is 6.5 for both the control and infected conditions, with only 70 and 72 *local*-eQTLs from the control and infected conditions (0.45% of *local-*eQTLs in both conditions) being not testable due to the absence of any F1 that is heterozygous at these loci (Fig. 4b). Although one *local-*eQTL is linked to one gene, it is possible that one gene may be affected by multiple *local-*eQTLs. The distribution of the number of *local-*eQTLs linked to each gene revealed that most genes are linked to one or two variants, with a maximum of 115 *local-*eQTLs linked to one gene. Moreover, we did not detect any difference in the distribution of *local-*eQTLs per gene between control and infected condition-linked *local*-eQTLs (Additional file 1: Figure S4f), indicating that having multiple *local*-eQTLs linked to one gene is unlikely to significantly influence our results.

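The allele-specific counts come from the F1 samples, in which the authors assigned each read that carried a variant to the maternal or the paternal line from the DGRP genotypes and deposited both counts per gene. Between 80574 and 324356 reads per sample were assigned to a parent. Set against the reads counted on genes, of which they are not strictly a part, this is a ratio of 9.51% to 15.1% with a median of 12.8%. Between 10143 and 11553 genes per cross had a variant that could assign a read, and 3599 to 5591 genes per sample had at least 1 assigned read. The maternal line held 23.7% to 75.8% of the assigned reads of a sample, with a median of 50.3%. Over genes with at least 30 assigned reads, the median maternal share lay between 0.490 and 0.520 in the 55 samples of 14 crosses, and in 10 samples of the other 4 crosses (DGRP-486 x DGRP-535, DGRP-721 x DGRP-890, DGRP-738 x DGRP-721 and DGRP-890 x DGRP-332) it lay more than 0.05 from equal shares. The genotype of each line at each variant was not used here, so a gene's reads were compared between mother and father rather than between alternate and reference allele. Within each cross, maternal and paternal counts of a gene were tested with edgeR's quasi-likelihood test with the sample as a covariate, over genes with at least 10 assigned reads in every sample of the cross. Across crosses, the mixed model of the paper was fitted with the parent in place of the allele. Duplicates were removed by the authors, and intervals on shares of reads cover counting error only.

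**Figure D1:**
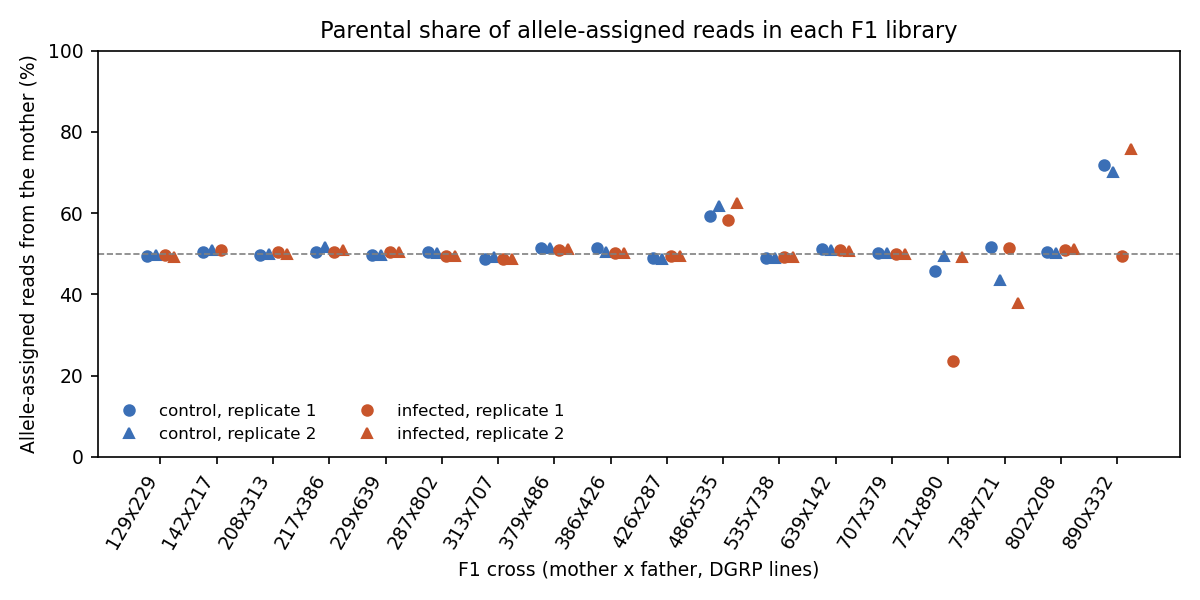
Share of allele-assigned reads from the mother in each F1 library (y axis, percent) by cross (x axis, mother x father), with circles for replicate 1, triangles for replicate 2, blue for control and orange for infected. The dashed line marks equal shares. The samples run from 23.7% to 75.8%, and the largest distances from equal shares are in DGRP-721 x DGRP-890 and DGRP-890 x DGRP-332.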

To detect *cis-*eQTL variant-driven allele-specific expression (ASE) over several different genetic backgrounds, we applied a generalized linear mixed model (GLMM) with the response modeled by a binomial test of maternal vs. paternal reads and crosses as random effect. 

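Within single crosses, 965 to 1664 genes could be tested. In the control condition a median of 93 genes per cross was called (0 to 477), and in the infected condition a median of 117.5 (0 to 516), at a Benjamini-Hochberg adjusted p under 0.05 from edgeR's quasi-likelihood test. In DGRP-142 x DGRP-217 a single infected sample was tested with the spread of the control samples, without a replicate check, and 8 genes were called. The exact binomial test on reads summed over replicates, which leaves out the spread between replicates, called medians of 207.5 and 249. The highest counts were those of DGRP-486 x DGRP-535, where the maternal allele was the higher in 455 of 477 genes in the control condition and in 490 of 516 in the infected condition. With the log ratios centred per library, which sets the typical gene of each library to equal shares, the highest count of a cross was 148 in the control and 176 in the infected condition. Over all crosses the maternal allele was the higher in 1178 of 1950 calls in the control and in 1286 of 2182 in the infected condition without this centring, but in 719 of 1468 and 794 of 1664 without DGRP-486 x DGRP-535, DGRP-721 x DGRP-890, DGRP-738 x DGRP-721 and DGRP-890 x DGRP-332, left out after seeing the data. In DGRP-721 x DGRP-890 no gene was called in either condition by edgeR, with 17 and 39 genes at an unadjusted p under 0.05, while the binomial test called at least 140 genes in every cross. The error of a cross is estimated over all its libraries, and the allele shares of infected replicate 1 of this cross contradict its label. Its control replicates correlated with an r of 0.755, so the lack of calls is no sign of equal allele expression. The same limit holds for DGRP-890 x DGRP-332, with 3 and 1 calls, where control replicate 1 contradicts its label. A change of the allele ratio upon infection was called for a median of 5 genes per cross and 85 times in total over 13 crosses. The replicates' log2 allele ratios correlated across genes with a median Pearson's r of 0.701 in the control condition (0.187 in DGRP-890 x DGRP-332 to 0.813) and 0.732 in the infected condition (0.204 in DGRP-721 x DGRP-890 to 0.828). The genes called in the most crosses were *CG5550* (12 of 15 crosses), *Fst* (12 of 18), *Jon25Biii* (12 of 16), *CG11034* (11 of 11) and *Bace* (11 of 16), counting a cross in which either condition was called, with equal numbers ordered by the smallest p. *CG10912* (11 of 14) and *CG12374* (11 of 18) had as many as *Bace*. With a 2-fold allele ratio required as well, *CG5550* was called in 4 crosses, *Bace* in 2 and *Jon25Biii* in 0. *Jon25Biii* has similar paralogs, between which reads could be shared.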

The binomial test has been widely used to detect allelic imbalance [66–69] and by adding the genetic background as a random effect, we can detect consistent allelic imbalance over multiple crosses. Thus, variants validated by our model are able to drive allelic imbalance across several genetic backgrounds. 

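The same mixed model was fitted here with maternal and paternal reads and the cross as random effect, for the genes with reads past the paper's cutoff in at least 3 crosses. Since all lines but those at the ends of the chain are the mother of one cross and the father of another, this asks for a bias by parent and not by variant. In the control condition 6 of 4934 genes were called at an adjusted p under 0.05 (Wald test with Benjamini-Hochberg adjustment) and 338 had an unadjusted p under 0.05. In the infected condition 2 of 5725 genes were called and 347 had an unadjusted p under 0.05. *BCAS2* had the smallest p in the control condition, with a log2 ratio of maternal to paternal reads of -2.08 (standard error 0.43, 7 crosses, adjusted p = 0.00518 from the Wald test), followed by *udt*, FBgn0086133, *CG3408* and *Nadk1b* with ratios of 2.11, 0.89, 2.39 and -1.61. In the infected condition the called genes were *Vha36-1*, at 0.53 (standard error 0.10, 6 crosses, adjusted p = 0.000225 from the Wald test), and *CG30047*, at 1.22 (standard error 0.27, 6 crosses, adjusted p = 0.0124). *FBgn0086901*, *Upf2* and *CG5708* came next and were not called. A permutation test that flips the sign of the cross means called 0 genes in either condition, with 126 and 115 genes at an unadjusted p under 0.05. With the 4 to 7 crosses of the called genes named here, the smallest p it can give is too large to pass the adjustment, so this does not test their calls.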

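The cutoff asks for more allele-assigned reads than the larger of 6 and the 25th percentile of a sample. In these samples the percentile over genes with assigned reads was at most 4, so the cutoff was 6 reads in every sample. Of the 6828 genes expressed in the control condition, 982 (14.4%) passed the cutoff in no cross and 29.3% in fewer than 3 crosses. Of the 7346 genes expressed in the infected condition, 865 (11.8%) passed it in no cross and 23.6% in fewer than 3. An expressed gene passed it in a median of 6 crosses in the control condition and 8 in the infected condition, and in all crosses for 62 and 94 genes. These are shares of genes, not of *local*-eQTLs, and the infected samples also held more reads.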

We applied strict cutoff parameters to the samples that were passed to the GLMM which eliminated approximately 19% and 18% of the *local*-eQTLs from the control and infected conditions respectively because those variants did not have sufficient reads or samples to be considered in the analysis (Fig. 4c, red bars). At the end, our model allowed us to uncover 9.7% of the control (1250 *local*-eQTLs with FDR < 0.05) and 7.5% of the infected (1301 *local*-eQTLs with FDR < 0.05) condition-linked *local*-eQTLs across all tested genetic backgrounds as *cis*-acting eQTLs (Fig. 4c, dark green bar). We next assessed if an increased number of F1 hybrids would result in a higher probability for a *local*-eQTL to be validated, but found no evidence for this (Fig. 4b). Interestingly, when we compared the adjusted *p* values computed by Matrix-eQTL for the *local*-eQTLs to the adjusted *p* values from the F1 data, we observed no correlation (Pearson *r* = 0.04 for the control condition and *r* < 0.01 for the infected condition), indicating that a low *p* value for a *local-*eQTL is not necessarily a good predictor of an actual *cis* effect across mixed genetic backgrounds (Fig. 4d, e). Furthermore, we found no correlation between the computed effect size and the measured effect size in both control and infected conditions (Additional file 1: Figure S6a and S6d). However, we observed that when a *local-*eQTL is found to act in *cis*, there is a high probability that the effect size calculated by Matrix-eQTL (called beta) accurately predicts the direction of the measured effect (Additional file 1: Figure S6b – S6c and S6e – S6f). We subsequently tested for a difference in the meta-distribution around the TSS between *local-* and *cis-*eQTLs and found that both distributions were comparable, with a greater density of non *cis*-eQTLs upstream of the gene and a greater density of *cis-*eQTLs downstream of the gene (Additional file 1: Figure S6 g and S6 h).

We then tested if *local-*eQTLs that were not characterized as *cis* could have a measurable *trans-*effect instead. To do so, we applied a linear mixed model to the crosses that were homozygous for each variant, using the crosses as a random effect (see “Material and methods”). We were able to detect a *trans*-effect for 6.6% of control and 9.3% infected condition non-*cis local*-eQTLs (727 and 1019 *trans-*eQTLs with FDR < 0.05 in control and infected conditions, respectively) (Fig. 4f). However, due to the restricted number of available homozygous crosses, we could only test 69.8% and 68.8% of the non-*cis local*-eQTLs in control and infected conditions respectively, while also being relatively underpowered. In summary, we detected a large number of *local-*eQTLs across conditions, but the majority of those cannot be defined as *cis-*eQTLs in a mixed heterozygous background. Rather, we found that, even within a conservative and underpowered analytical framework for *trans-*effect analysis, already a non-negligible portion of these non-*cis local*-eQTLs feature a robust, measurable *trans-*effect*.*

### Determining the *cis*-regulatory mechanism underlying differential *ntc* expression among resistant and susceptible DGRP lines

Next, we exploited the generated datasets to specifically elucidate the regulatory mechanisms underlying *ntc* expression variation given that it is the only differentially expressed gene between the resistant and susceptible lines (Fig. 1d), that it is linked to several *local-*eQTLs, and that resistant lines tend to have greater *ntc* expression than susceptible ones (Fig. 2d). Mining of our *local*-eQTL data revealed five infected condition-specific *local-*eQTLs belonging to two SNP clusters, one group consisting of two eQTLs 7.6 kb upstream and the other group composed of three 4.5 kb downstream of its TSS (Fig. 5a). These observations raised the question whether putative *cis-*regulatory variation of *ntc* expression could be one of the likely several mechanisms that contribute to resistance class stratification.

**Fig. 5:**
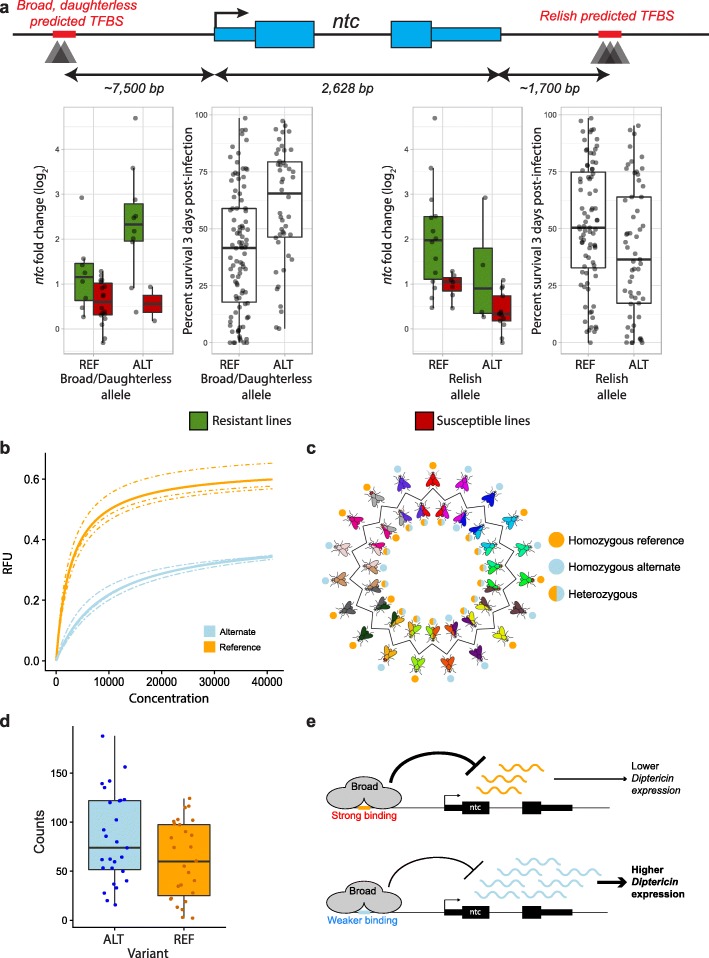
Broad binding affinity and *ntc* expression is lowered for the alternate allele. **a** Top panel: schematic of the *ntc* gene with specific annotations: *cis-*eQTLs around the *ntc* locus, and their overlap with predicted TF binding sites (TFBS). TFBS prediction was done using FIMO [70] and motifs from the Fly Factor Survey [71] and OnTheFly [72] databases. The expression fold change of *ntc* by resistance class and two of those alleles (termed the *broad*/*daughterless* allele (left panel), and the *relish* allele (right panel)) is plotted, as well as the survival percentage of 140 DGRP lines [31]. Green and red boxplots represent resistant and susceptible DGRP lines, respectively. **b** Measure of the binding affinity between Broad and the reference or alternate allele as measured by MITOMI [73, 74] in three different replicates. **c** Repartition of lines in the round robin scheme based on reference or alternate *broad* TFBS alleles. **d** Ratios of read count mapping to the alternate over the reference allele reveal no difference in control condition (*t*-test, *p* value = 0.21) but is significant in the infected condition (*t*-test *p* value = 0.04). **e** Proposed model of *ntc-*mediated variation in gut immunocompetence: an enteric immune challenge increases *ntc* expression, while Broad acts as a repressor of *ntc* expression. The SNP in the Broad binding site decreases the binding affinity for Broad and thus the extent of *ntc* repression, resulting in greater *ntc* expression, which in turn increases *DiptA* expression and overall gut immunocompetence

To test this postulate, we first performed a TF motif scanning analysis of the *ntc* locus. This revealed several potential TF binding sites (TFBS) that overlapped with the *ntc*-linked *local-*eQTL SNP clusters, including Broad Complex and Daughterless sites for upstream *local-*eQTLs, and a Relish/NF-kB one for a downstream *local-*eQTL. The alleles at both sites showed a high correlation with *ntc* expression for the studied 38 lines. But when associated with enteric infection susceptibility variation among the 140 DGRP lines, the allele at the Broad/Daughterless site was more significant than the Relish/NF-κB binding site one (Fig. 5a, GWAS *p* value of 6.1 × 10–5 vs. 0.024 respectively), even though both failed to pass the stringent, implemented nominal 1 × 10–5 *p* value [31]. In addition, since the gene *IntS10* is physically closer to these variants than *ntc*, we would not intuitively have linked these variants to *ntc*.

Because a SNP in a TFBS could disrupt binding of the respective TF [75], we next investigated the impact of the *local*-eQTL variant on the binding activity of the four different TFs predicted to bind the sites overlapping *ntc*-linked *local*-eQTLs: Broad, Daughterless, Sage, and Relish. To do so and given the difficulty in performing line-specific ChIP on these TFs, we used our in-house MITOMI setup [73] to measure in vitro the binding affinity of the selected TFs to double-stranded 20-mers that encompassed the respective binding site and that represented either the reference or alternate alleles. These analyses showed that among all four tested TFs, only Broad, a protein able to act both as a repressor and an activator [76, 77], exhibited a differential binding activity (Fig. 5b and Additional file 1: Figure S7, Welch’s *t*-test *p* value = 0.0063), showing substantially reduced binding to the alternate compared to the reference binding site allele.

Because the increase in *ntc* expression upon infection is substantially higher in DGRP lines harboring the alternate Broad binding site allele and because the alternate allele has a weaker affinity for Broad, we hypothesized that Broad, in our study, acts as a repressor on *ntc*. Consequently, a decrease in Broad binding affinity would lead to less repression and thus increased *ntc* expression. To verify this hypothesis in vivo, we again turned to the round robin F1 BRB-seq data to measure the ASE at each variant, with 14 F1 lines being heterozygous for the focal *ntc* variant (Fig. 5c). In our genome-wide ASE analysis, we used a stringent threshold defined as the minimum number of total reads superior to the maximum value between 6 or the 25th quantile of the total of reads assigned to the lineage lines in each sample (see “Material and methods”). We used this threshold to eliminate false positives due to low read mapping issues, in particular for genes that are lowly expressed. However, since the lowest number of reads mapping to *ntc* was 35, implementation of this stringent threshold was no longer required. Hence, we applied the same generalized mixed model used for our genome-wide ASE analysis on all *ntc* heterozygous samples, but without any threshold, consistent with comparable analyses in previous studies [69, 78, 79]. 

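*ntc* (FBgn0035461) lies on chromosome 3L from 3803832 to 3806459, on the minus strand, in the BDGP6.54 annotation, a later build than the one used by the authors, next to *IntS10* (3806710 to 3809090, plus strand). In the F1 samples, *ntc* stood at 5.03 ± 3.38 CPM in the control condition (SD, n = 36) and at 39.7 ± 31.4 in the infected condition (SD, n = 35). This is a log2 fold change of 2.78 (standard error 0.18, adjusted p = 2.00e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an increase in 18 of 18 crosses. *IntS10* rose by 1.27 on the log2 scale (standard error 0.13). In numbers of reads, a single control sample held 0 to 26 reads on *ntc* with a median of 5, and a single infected sample 7 to 301 with a median of 46. With both replicates of a cross added up, the infected reads ran from 26 in DGRP-721 x DGRP-890 to 490 in DGRP-486 x DGRP-535. The 26 include the 7 of the library labelled DGRP-721 x DGRP-890 infected replicate 1, whose allele shares contradict its label, and the next lowest cross was DGRP-129 x DGRP-229 with 34. Between 1 and 16 variants per cross lay in *ntc* and could assign reads to a parent. Reads assigned to a parent numbered 0 to 73 per infected sample, with a median of 15, and 0 to 18 per control sample, with a median of 2. In DGRP-379 x DGRP-486, with 1 variant in the gene and 212 infected reads on it, no infected read was assigned. Only 4 control samples had more than 6 assigned reads, against 31 infected samples.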

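The allele counts of *ntc* were taken from all 17 crosses with an assigned read in the infected condition, since the paper does not name its 14 crosses in the text and the parent that carries the alternate allele was not used here. Over these crosses 367 infected reads were assigned to the mother and 421 to the father. By cross, an exact binomial test on the reads of both replicates gave an adjusted p under 0.05 in 5 of 17 crosses (Benjamini-Hochberg over the 17). The maternal allele held 24.6% of 57 reads in DGRP-707 x DGRP-379 (95% exact interval 14.1% to 37.8%), 15.4% of 26 in DGRP-229 x DGRP-639 (4.36% to 34.9%), 31.7% of 63 in DGRP-287 x DGRP-802 (20.6% to 44.7%) and 34.2% of 76 in DGRP-208 x DGRP-313 (23.7% to 46.0%). In DGRP-313 x DGRP-707 it held 83.3% of 24 reads (62.6% to 95.3%). These intervals cover counting error only, and the replicates of DGRP-287 x DGRP-802 and DGRP-208 x DGRP-313 differ, with 13 and 36 reads from mother and father in replicate 1 of DGRP-287 x DGRP-802 but 7 and 7 in replicate 2, and 14 and 42 in replicate 1 of DGRP-208 x DGRP-313 but 12 and 8 in replicate 2. In the control condition no cross had an adjusted p under 0.05, with 1 of 17 at an unadjusted p under 0.05 and between 1 and 22 assigned reads per cross. The binomial mixed model without a read threshold, fitted to maternal and paternal reads, gave a log2 ratio of -0.18 in the infected condition (standard error 0.26, Wald p = 0.478, n = 17 crosses) with a standard deviation between crosses of 0.91. It does not test the alternate against the reference allele. The absolute log2 ratio of a cross (pseudocount 0.5) differed by -0.41 between the infected and the control condition (permutation test over 17 crosses, two-sided, p = 0.189), and by 0.08 when the infected reads were thinned to the control number. From the higher counts of the alternate allele in its heterozygous crosses (Fig. 5d), the paper proposes that the variant acts in *cis* on *ntc* expression.

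**Figure D2:**
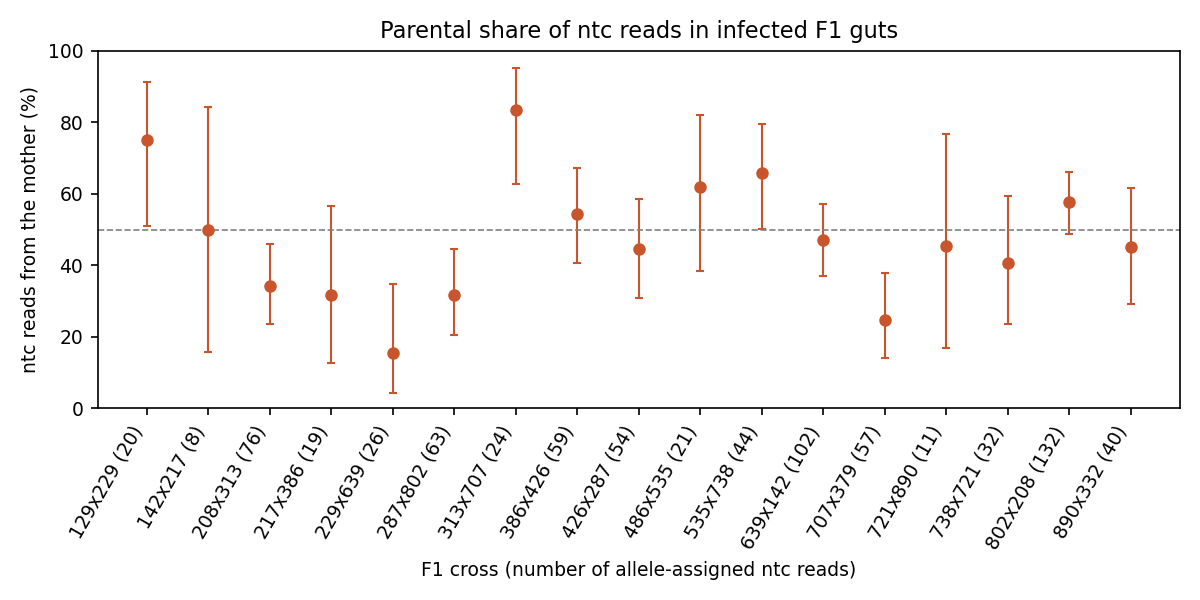
Share of *ntc* reads from the mother in infected guts (y axis, percent) for the 17 F1 crosses with assigned reads (x axis, number of assigned reads in brackets). Points are shares over both replicates, bars are 95% exact intervals for counting error, and the dashed line marks equal shares. The shares run from 15.4% in DGRP-229 x DGRP-639 to 83.3% in DGRP-313 x DGRP-707.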

Using this analytical strategy, we found a significant effect of the variant on allelic imbalance for the infected condition, with higher counts to the alternate over the reference allele (Fig. 5d, *p* value = 0.042). These findings suggest that the variant in the Broad TF binding site is a *cis-*acting eQTL that affects *ntc* expression. Together, these results present a compelling mechanism explaining how a variant located in a TFBS contributes to variation in gut immunocompetence by altering the expression level of a particular gene that itself influences an organism’s resistance to infection.

## Discussion

This study aimed to elucidate the effect of genetic variation on gene expression and organismal phenotypes in the context of in vivo enteric infection in the DGRP. One of the major findings that emerged is that DGRP lines with diametrically opposite resistance to infection all have a similar response after ingestion of a pathogenic bacterium, at least at an early timepoint after infection (Fig. 1). We show that this is not due to our inability to detect genotype-specific differences, since lines of the same genotype cluster together at the transcriptional level (Additional file 1: Figure S1). It is therefore clear that genomic variation imparts line-specific systemic differences on the transcriptome, yet only a small subset of those differences appears to be relevant in determining resistance.

To directly assess the effect of genomic variation on gene expression levels, we catalogued the possible *local*-eQTLs around all expressed genes. We found that in both the control and infected conditions, around a third of all associations are unchanged, confirming that genotypic variation indeed drives gene expression differences. However, the majority of *local-*eQTLs proved to be condition-specific, including the *local-*eQTLs at the *ntc* locus*.* Since we demonstrate that limited power cannot adequately explain this observation, our data suggest that cryptic variation has an important contribution to infection resistance [80, 81]. Furthermore, our study allowed us to acquire unique insights into the regulatory nature of detected *local-*eQTLs. Most notable is that our study, to our knowledge the most comprehensive and systematic in vivo *local-*eQTL characterization effort to date, indicates that we tend to vastly overestimate the frequency of *cis-*eQTLs. This conclusion is in line with a previous study on mice in which only 17% of *local-*eQTLs could be defined as *cis-*eQTLs [44]. Moreover, while we were able to still classify many *local-*eQTLs as *trans*, the majority of *local-*eQTLs remained unvalidated in variable genetic backgrounds*.* Of course, it is possible that the *cis* effect of a *local*-eQTL may be masked by other *trans-*acting eQTLs affecting the same gene [5]. Indeed, when several eQTLs were predicted to affect one gene, we were not able to disentangle their effects. In addition, a single polymorphism may drive differential expression and the other eQTLs may be merely in linkage disequilibrium (LD) with the effector SNP. It is also possible that a given variant is able to affect a gene only in a small set of genetic backgrounds and thus even more crosses would be required to increase the number of testable heterozygous genomic sites. Several confounding factors may also influence these validation numbers, including the fact (i) that some variants may affect different target genes that are located farther away (e.g., in the case of intergenic variants) or that are even separated from the variant by other genes and (ii) that some variants only affect a gene in combination with other variants [82]. Importantly though, even if only considering the validated *cis-*eQTLs, our earlier statement of pervasive, condition-specific gene expression variation between genotypes remains intact, since 10% of the validated *cis-*eQTLs were condition-specific. Interestingly, we found that highly significant *local*-eQTLs were not necessarily more likely to act in *cis*. However, when a variant was characterized as a *cis-*eQTL, then the *local*-eQTL measured effect directionality was a good indicator of the *cis-*eQTL measured one.

Strikingly, we found only one gene that is differentially expressed between the resistant and susceptible lines, *nutcracker* (*ntc*). This gene was initially identified in a screen for mutants that failed to undergo sperm individualization due to their inability to activate caspases [47]. Through its F-box domain, Ntc interacts with other partners to form an SCF (Skp, Cullin, F-box) ubiquitin ligase (E3) complex that controls caspase activity in *Drosophila* [48]. Caspases play important roles in insect immunity and homeostasis through both apoptotic and non-apoptotic pathways. For instance, Dredd, the homolog of human Caspase-8, is required for Relish cleavage and activation [83]. Furthermore, activation of the IKK complex is dependent on ubiquitination [84], and studies in mammals have shown that commensal bacteria can affect ROS levels, leading to modification of the activity of the SCF complex, thus affecting NF-κB signaling [85]. While there are therefore several possible functional scenarios, the exact function of Ntc in the gut and specifically enteric infection remains unclear and should be the subject of a more mechanistic, follow-up study. However, we were able to demonstrate that impaired *ntc* expression and null mutants of *ntc* negatively impact the survival of flies harboring these mutations. Intriguingly, low *ntc* expression does not correlate with susceptibility in the DGRP lines. This could be interpreted as a result of the sum of several different factors that are, when taken individually, not impactful, but lead to an increase in susceptibility when combined, as is suggested by our RNA-seq results not displaying strong separation between resistant and susceptible lines. Moreover, we were able to show that *DiptA* expression is severely reduced in the absence of *ntc*, showing a direct impact of *ntc* expression on potent immune response effectors.

We thereby uncovered how a SNP in a TFBS proximal to *ntc* may impact its expression upon enteric infection. It is by now well-established that variants in TF binding sites can impact binding affinity and in turn the expression of the respective target gene [8, 86]. Here, we found that only one mutated binding site out of two possible *local-*eQTL sites displays variable binding affinity to a TF, namely Broad. Furthermore, allele-specific expression of F1 hybrids carrying the two alleles showed that the two copies of *ntc* are being induced differently, demonstrating a *cis* effect of the SNP on the expression of *ntc*. These results suggest a causal relationship between the binding site variant and variable *ntc* expression through potential differential binding of the TF Broad, constituting to our knowledge a rare example of an eQTL that modifies an ecologically relevant complex trait through its effect on binding of a specific TF in a particular environmental condition. That said, it is unlikely that the extreme phenotype observed for *ntc* mutants reflect all of the underlying molecular mechanisms differentiating the resistant and susceptible DGRP lines since the difference in *ntc* expression between susceptible and resistant lines is not as severe as those measured in the mutants.

Together, these observations support the following model regarding how the *ntc* locus mediates variation in enteric infection susceptibility (Fig. 5e): upon infection, the expression of *ntc* is increased, together with that of *broad* as well as several other immune response genes, as inferred from [46, 87]. Given Broad’s role as a repressor in metamorphosis [88], we hypothesize that this TF may also act as a negative (feedback) regulator of *ntc* expression. Consequently, in flies harboring the alternate allele showing diminished affinity for Broad binding, *ntc* repression is reduced, resulting in greater *ntc* expression. This in turn positively affects the expression of *DiptA* through an as yet unknown mechanism, resulting in greater infection resistance compared to susceptible lines.

## Conclusions

Our study shows the advantage of allele-specific experiments as a complement to standard eQTL approaches to identify causal variants as well as the power of systems genetics to assign novel roles to genes in biological processes unrelated to their originally discovered roles. During our research, we did not consider the fact that the gut is a highly regionalized organ [89, 90] that consists of multiple cell types [91]. It is possible that some eQTLs could therefore be restricted to a certain cell type or environment, which cannot be detected using our current strategy, but could be investigated in a follow-up study.

## Material and methods

### Fly stocks

DGRP lines were obtained from the Bloomington stock center and reared at room temperature on a standard fly medium with 12-h light dark cycle. The fly medium we used is composed of (for 1 L water): 6.2 g Agar powder (ACROS N. 400,400,050), 58.8 g Farigel wheat (Westhove N. FMZH1), 58.8 g yeast (Springaline BA10), 100 ml grape juice, 4.9 ml Propionic acid (Sigma N. P1386), 26.5 ml of methyl 4-hydroxybenzoate (VWR N. ALFAA14289.0) solution (400 g/l) in 95% ethanol. We used *w*^*1118*^ and *bw;st* flies as wildtype. Various DGRP lines, *ntc*^*f03797*^ and *ntc*^*f07259*^ stocks were obtained from the Bloomington Stock Center. The *bw;st,ntc*^*ms771*^*/TM6B* mutant stock was a kind gift from the Hermann Steller lab.

### Oral infection

Oral infection was performed as previously described [92]. Briefly, 1-day-old females were transferred to 29 °C rearing conditions. When the female flies were 2–3 days old, they were starved for 2 h and then transferred to a tube containing bacteria and allowed to feed on the bacteria for a maximum of 24 h. To prepare the *P.e.* bacterial pellet, bacteria were plated from glycerol stocks on a standard LB-agar plate supplemented with 1% milk and grown overnight at room temperature. Two days prior to infection, one single colony was transferred to a 50-ml Erlenmeyer with 12.5 ml LB and incubated for 8 h at 29 °C with 180 rpm shaking. The pre-culture was then transferred to a 1-L Erlenmeyer with 200 ml LB and the culture was incubated overnight using the same conditions as the pre-culture. The culture was then centrifuged at 2500*g* at 4 °C for 20 min. The remaining LB was discarded, and the pellet was resuspended by pipetting up and down. The OD600 was measured using a CO8000 Cell density meter. The pellet was then diluted to a final OD600 of 100 with distilled water and supplemented with Sucrose to a final volume/volume of 1.25%. A control solution contained only Sucrose at the same concentration. A disc of Whatman paper was layered on top of the food and 225 μl of the bacterial or control solution was added to the paper.

### Survival

Flies were infected as described previously. Four hours after infection, surviving flies were scored. After 24 h of feeding on bacteria, flies were transferred to fresh tubes and survivors were scored. Then, every 24 h, survivors were scored and flies were transferred to fresh tubes every 48 h. The R package Survival was used to compute the log-rank test to assess statistical differences between genotypes. The analysis was performed in R 3.5.1.

### qPCR

RNA was extracted using the same method as for the BRB-seq library preparation described above. cDNA was synthesized from 500 ng total RNA using *SuperScript II* enzyme (Thermo Fisher 18064014). qPCR experiments were performed on a StepOnePlus Real-Time PCR system (Applied Biosystems) using the Power SYBR® Green PCR Master Mix (Applied Biosystems). Gene expression relative to the housekeeping gene *RpL32* was calculated separately for each biological replica.

List of primers used:

**Table:** 

*ntc* Forward	GATCAGGTGGGGAAAAAGCAG
*ntc* Reverse	GTTGTTCGCTCAGGATTCGC
*DiptA* Forward	GCTGCGCAATCGCTTCTACT
*DiptA* Reverse	TGGTGGAGTGGGCTTCATG
*RpL32* Forward	GACGCTTCAAGGGACAGTATCTG
*RpL32* Reverse	AAACGCGGTTCTGCATGAG

### RNA sequencing on DGRP lines, differential gene expression, and *local*-eQTL analysis

#### RNA extraction

Guts from 30 adult female flies were freshly dissected in PBS after 4 h of infection with a pellet of *Pseudomonas entomophila* at OD100. The guts were then transferred to 1000 μl Trizol Reagent (Invitrogen) with 10 μl plastic beads, then homogenized in a Precellys 24 Tissue Homogenizer at 6000 rpm for 30 s. RNA extraction was performed using the manufacturer’s protocol. The RNA pellet was resuspended in 8 μl of RNAse-free water prior to Nanodrop quantification and quality verification, followed by final dilution to a concentration of 500 ng/μl.

#### Library preparation and sequencing

Standard Illumina Truseq libraries were prepared from 1 μg total RNA as measured by a Nanodrop 1000 device (Thermo Scientific) by the Lausanne Genomic Technologies Facility. Single end sequencing was performed for 100 cycles. Initially, 80 samples from 40 lines were sequenced but we excluded 4 samples from two lines. One of the lines was contaminated, as its reads were derived from two genotypes and another DGRP line had a smaller library size in one condition, with led to its elimination from the analysis.

#### Mapping to individualized genomes

To avoid bias in estimating gene expression levels due to known genetic variation, we generated an individualized fasta genome sequence for each DGRP strain based on homozygous variants in the published Freeze 2 DGRP genotypes and the Release 5 reference genome. We chose homozygous variants since any variants called as heterozygous at the time of DNA sequencing may either have remained heterozygous or may have become fixed in our stocks. Any heterozygous locus was assumed to carry the reference allele. We also generated individualized gene annotations by applying the offsetGTF tool included in the mmseq package [93] on the Ensembl BDGP5.25. For each sample, reads were mapped to the respective genome using STAR aligner. Reads for each gene were counted using HTseq-count.

#### Normalization and differential expression

We used the edgeR package to perform TMM normalization, followed by conversion to Counts Per Million using Voom with quantile normalization. When we combined samples from this study and the previous study, we used the same approach, starting from combined gene counts, with the addition of the removeBatchEffect function in the limma package. Differential expression was performed in limma using the weights obtained by Voom while adjusting for intra-line correlations using the duplicate correlation function with the DGRP lines as the blocking factor. The following model was used: *y* = treatment + class + treatment:class with “treatment” being the infected status and “class” the resistant or susceptible status. For each predictor variable, genes having a fold change of 2 and a Benjamini-Hochberg corrected adjusted *p* value of 0.05 were deemed differentially expressed.

#### Principal component analyses

The FactoMineR package was used to perform the principal component analyses on log2 count per million data as normalized by Voom after keeping expressed genes (count > 5 in more than 38 samples). PCA was performed with scaling and centering to avoid biases from differences in gene average expression or length.

#### *local-eQTL* analysis

We performed separate analyses for each infected condition with Matrix-eQTL using a linear model that accounts for genetic relatedness and *Wolbachia* infection status [49]. Variants that are within 10 kb of an expressed gene and whose minor allele frequency (MAF) is greater than 5 in the 38 tested lines were kept in the analysis. MAF here is actually the number of lines carrying the less prevalent allele in the sampled strains divided by 38. This translates to a minimum of 6/38 = 15.8%. To account for genetic relatedness, we calculated the three genotype principal components using the SNPrelate R package using a pruned set of SNPs from the DGRP freeze 2 genotypes (ld threshold = 0.2). *Wolbachia* infection status was obtained from the DGRP2 resource website (http://dgrp2.gnets.ncsu.edu/). Associations with a *p* value less than 0.001 were kept, followed by FDR estimation using the Benjamini-Hochberg procedure as implemented in Matrix-eQTL. Each gene’s expression level was transformed to a standard normal distribution based on rank. *Local*-eQTL associations with an FDR-corrected *p* value lower than 0.05 were considered significant. Metaplots were plotted in R. The GO analysis was performed using the GOstats [50] R package (hypergeometric test *p* value < 0.005), and REVIGO [51] was used to reduce redundancy in the ontology groups and plot them by semantic similarity (allowed similarity = 0.7). For each pair of significant GO terms, Revigo calculates Resnik’s and Lin’s semantic similarity (simRel) [94]. The two-dimensional representation is the result of multidimensional scaling (MDS) applied to the terms’ semantic similarity matrix.

#### TF motif enrichment

To determine TF motif (regulatory feature) enrichment in regions around condition-specific eQTLs, we generated a BED file of the genomic coordinates of a window of 201 bases centered around each *local*-eQTL. We then submitted this file to i-cisTarget [52, 53] with the following settings: analysis type = Full analysis; Species = *Drosophila melanogaster* (dm3); database version 5.0, and all features selected. After performing the two analyses, we used the comparison tool on the website to determine differential TF motif enrichment between the infected and control-specific *local*-eQTL genomic regions.

All analyses were performed in R version 3.5.0.

### Round Robin BRB-seq and allele-specific expression analysis

#### RNA extraction

Flies were killed in cold 70% ethanol, the ethanol was wiped and replaced with cold RNAse-free 1× PBS supplemented with 0.02% Tween-20. Ten guts were dissected for each sample and placed in a screw cap Eppendorf tube containing 350 μl Trizol and 10 μl plastic beads. Samples were homogenized in a Precellys 24 Tissue Homogenizer at 6000 rpm for 30 s. Samples were then transferred to liquid nitrogen for flash freezing and stored at − 80 °C. For RNA extraction, tubes were thawed on ice, supplemented with 350 μl of 100% ethanol before homogenizing again with the same parameters. We then used the Direct-zol™ RNA Miniprep R2056 Kit, with the following modifications: we did not perform DNAse I treatment, we added another 2 min centrifugation into an empty column after the RNA wash step, finally elution was performed by adding 10 μl of RNAse-free water to the column, incubation at room temperature for 2 min, and then centrifugation for 2 min. RNA was transferred to a low-binding 96-well plate and stored at − 80 °C.

#### BRB-seq library preparation

RNA quantity was assessed using picogreen. Samples were then diluted to an equal concentration in 96-well plates. RNA was then used for gene expression profiling using the bulk RNA barcoding and sequencing (BRB-seq) approach recently developed by our lab [65]. This protocol is able to provide high-quality 3′ transcriptomic data by implementing an early multiplexing scheme as in single-cell protocols and at a fraction of the cost of its competitors (e.g., 10-fold lower than Illumina Truseq Stranded mRNA-seq). In short, the BRB-seq protocol starts with oligo-dT barcoding, without TSO for the first-strand synthesis (reverse transcription), performed on each sample separately. Then all samples are pooled together after which the second-strand is synthesized using DNA PolII Nick translation. The sequencing library is then prepared using cDNA tagmented by an in-house produced Tn5 transposase preloaded with the same adapters (Tn5-B/B) and further enriched by limited-cycle PCR with Illumina compatible adapters. Libraries are then size-selected (200–1000 bp), profiled using a High Sensitivity NGS Fragment Analysis Kit (Advanced Analytical, #DNF-474), and measured using a Qubit dsDNA HS Assay Kit (Invitrogen, #Q32851). Finally, 6–8 pg of libraries was sequenced twice with Illumina NextSeq 500 with 21 cycles for read 1 (R1) and 101 cycles for read 2 (R2), only for the second sequencing.

#### Alignment

We first aligned the two libraries, only the R2 file, to the *Drosophila* reference genome release 3 and the BDGP5.25 release annotation using STAR 2.5.3a [95] with the following relevant parameters: --twopassMode Basic --outFilterMultimapNmax 1 --outSAMmapqUnique 60. Then we used an in-house built software (https://github.com/DeplanckeLab/BRB-seqTools) to annotate the two aligned BAM files with the R1 info (Barcode and UMI if the latter exists), generating read groups for each libraryXsample. Then the two BAM files were merged into a unique BAM file that was further sorted. Picard was then used to remove the duplicates using the read group information and the barcode tag (options BARCODE_TAG = BC READ_ONE_BARCODE_TAG = BX). One of the samples failed due to a very low amount of reads and was removed from further analysis (Additional file 1: Figure S2b). We then used PicardTools (http://broadinstitute.github.io/picard) to add read groups, sort, index, and remove duplicates using the UMI information (parameter BARCODE_TAG = BC READ_ONE_BARCODE_TAG = BX). We then used GATK [96] to split N cigars reads and realign the reads following the GATK best practices [96]. Finally, we used an in-house built software that assigns the reads to the maternal or paternal lines based on the variants present in the read, using the DGRP Freeze 2.0 VCF file [33].

#### Allelic imbalance measurement

For each *local*-eQTL and its linked gene, we used the variant information from the vcf file to select only crosses that were heterozygous for the respective variant. Using the same file, we further characterized each parental or maternal line as alternate or reference for each SNP. We then constructed a matrix with the raw number of reads mapping to the gene linked to the eQTL and classify them as either reference or alternate. We then applied a generalized linear mixed model (GLMM, R package lme4::glmer, binomial (alternate read count, reference read count) ~ (1|cross)) with the response modeled by a binomial distribution based on the number of reads mapping to each parental line with the crosses as random effects and no fixed effect. For each *local-*eQTL, we only selected samples with a minimum number of reads superior to the maximum value between 6 or the 25th quantile of the total of reads assigned to the lineage lines in each sample. The obtained *p* values were then adjusted using the Benjamini-Hochberg method. The effect size was computed as the inverse logit of the estimated intercept computed by the GLMM function.

#### *Trans*-effect measurement

For each *local*-eQTL and its linked gene, we used the variant information to select only crosses that were homozygous for the variant. We used the log2 count per million of total read count normalized using Voom after correction for batch effect and assigned them as alternate or reference variant. We then applied a linear mixed model (GLMM, R package lme4::lmer, log2(cpm) ~ variant + (1|cross)) using the normalized count as a response and modeled by the allele (reference or alternate) and the crosses as random effects. For each *local*-eQTL, we only selected samples with at least two homozygous crosses for each variant. The obtained *p* values were then adjusted using the Benjamini-Hochberg method.

All analyses were performed in R version 3.5.1.

#### Comparison between TruSeq and BRB-seq data

We selected only the homozygous lines that were sequenced along with the F1 offspring. We followed the same steps as the ones performed on the TruSeq samples, namely we used the edgeR package to perform TMM normalization, followed by conversion to counts per million using Voom with quantile normalization. We then used the removeBatchEffect function from the limma package. Differential expression was performed in limma using the weights obtained by Voom while adjusting for intra-line correlations using the duplicate correlation function with the DGRP lines as the blocking factor. The following model was used: *y* = treatment + genotype.

### MITOMI

All target DNA fragments were obtained as single-strand oligonucleotides from IDT. These oligonucleotides were subsequently used to generate labeled double-stranded oligonucleotides as described previously [73]. TFs were expressed in vitro using the TnT SP6 High-Yield Wheat Germ protein expression system (Promega) with a C-terminal eGFP tag. The surface chemistry, MITOMI, and image acquisition were performed as described previously [73, 74]. We quantified the amount of each mutated sequence that is bound to the respective TF at the equilibrium state by means of fluorescence in a range of six input DNA concentrations. The obtained kinetic binding curves for each sequence were then fitted with the non-linear regression function according to the Michaelis-Menten law.

## Supplementary information

**Additional file 1: Figure S1.** Reproducibility of line-specific transcriptomes. **Figure S2.** Analysis of several *ntc* mutants. **Figure S3.** Relationship between minor allele frequency and condition-specific local-eQTLs. **Figure S4.** Quality control of BRB-seq libraries. **Figure S5.** Comparison between TruSeq and BRB-seq libraries. **Figure S6.** Comparison of measured *local-*eQTL effect size and *cis-*eQTL effect size. **Figure S7.** MITOMI analysis of distinct TFs associated with the *ntc* locus.

**Additional file 2.** Review history.

## Data Availability

RNA-seq and Round Robin BRB-seq libraries have been deposited to the GEO repository (RNA-seq: GEO GSE118142 and BRB-seq GEO GSE138801 [97, 98]). All other data generated or analyzed during this study are included in this published article [and its Additional file information files] and in the laboratory github (https://github.com/DeplanckeLab/Frochaux_BouSleiman_2020) [99].

# Supplementary material for: cis-regulatory variation modulates susceptibility to enteric infection in the Drosophila genetic reference panel
**Source:** Genome Biol. 2020 Jan 17;21:6. doi: 10.1186/s13059-019-1912-z
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Reproducibility of line-specific transcriptomes. Figure S2. Analysis of several ntc mutants. Figure S3. Relationship between minor allele frequency and condition-specific local-eQTLs. Figure S4. Quality control of BRB-seq libraries. Figure S5. Comparison between TruSeq and BRB-seq libraries. Figure S6. Comparison of measured local-eQTL effect size and cis-eQTL effect size. Figure S7. MITOMI analysis of distinct TFs associated with the ntc locus.

**Additional file 1**

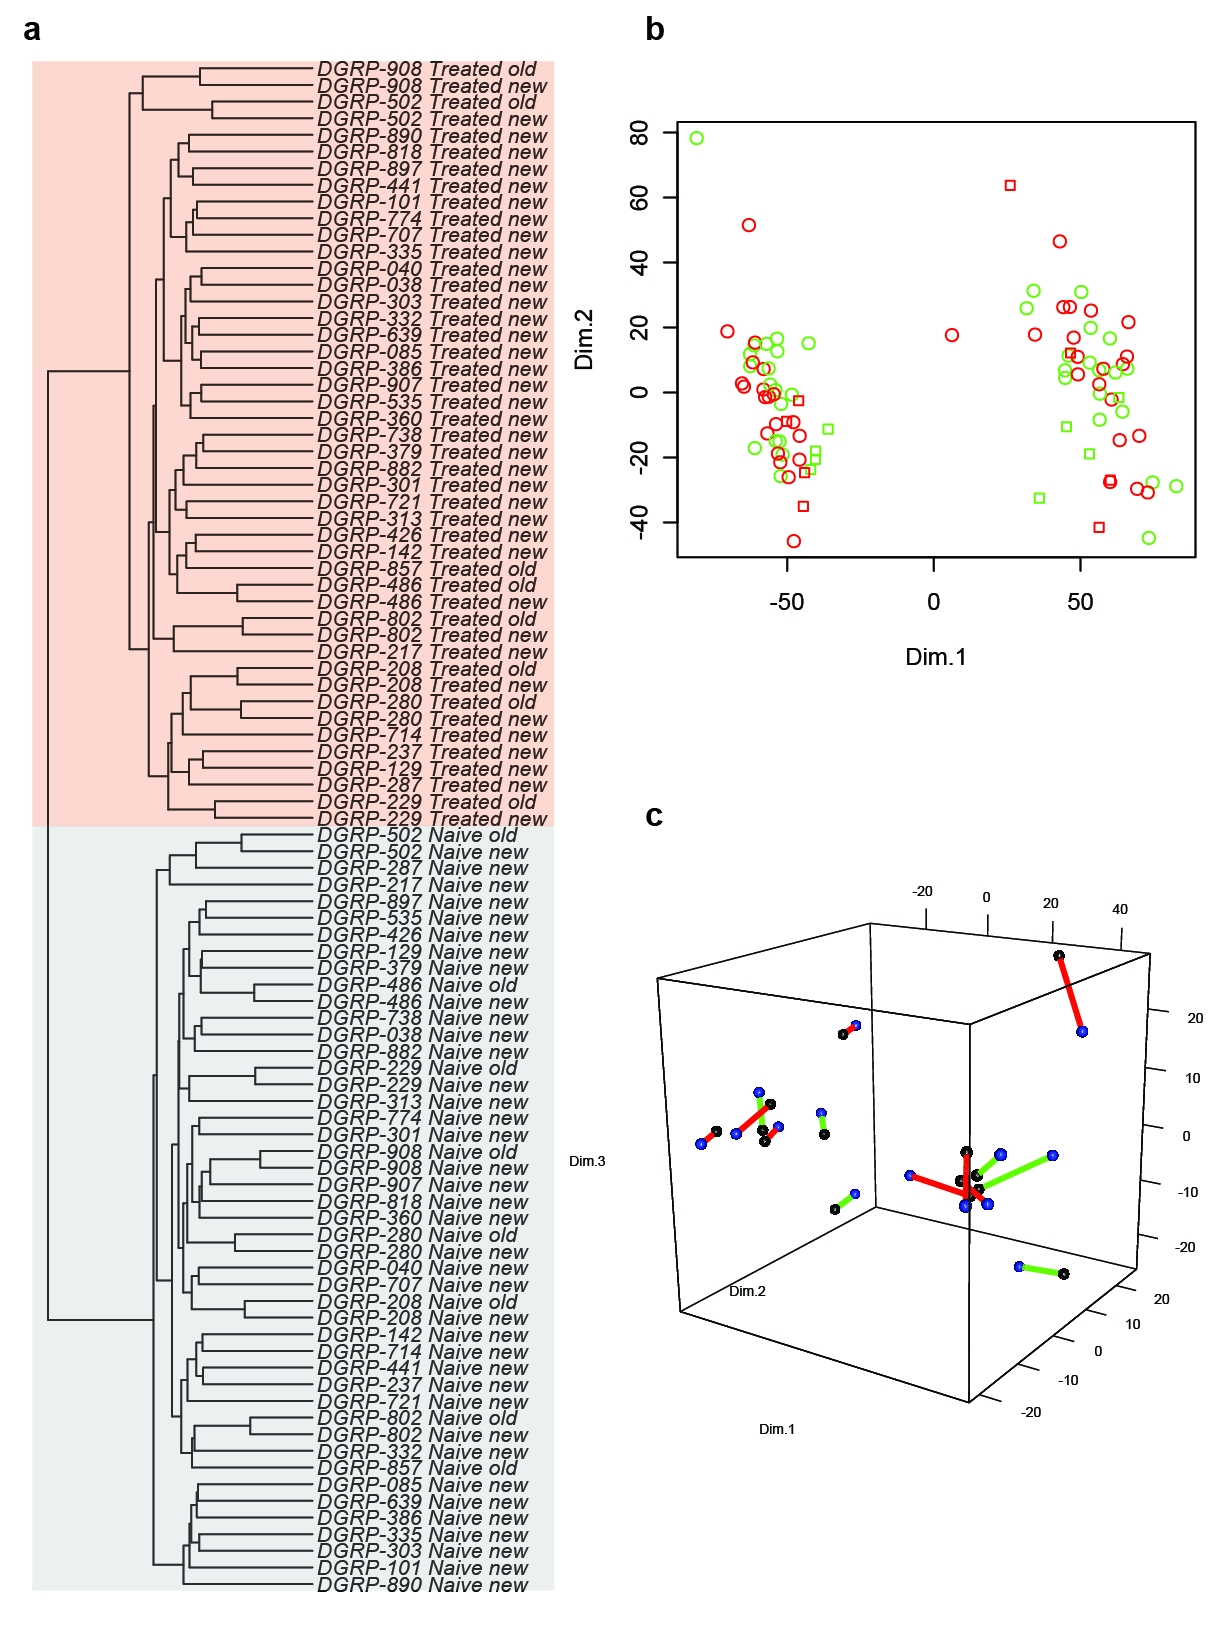

# Fig S1: Reproducibility of line-specific transcriptomes

1. Hierarchical clustering of the combined samples from this study and the previous one (1). Hclust was used on the Euclidean distance matrix in R.
2. Principal component analysis based on the gene expression profiles of the combined samples. Samples from the new and old study are represented as circles and squares, respectively.
3. Three-dimensional representation of the first three principal components based only on the samples that belong to lines replicated between the two studies. Corresponding samples are connected by a segment that is colored based on susceptibility group. The sphere color indicates the batch (blue is new, black is old) with green being resistant and red being susceptible lines.

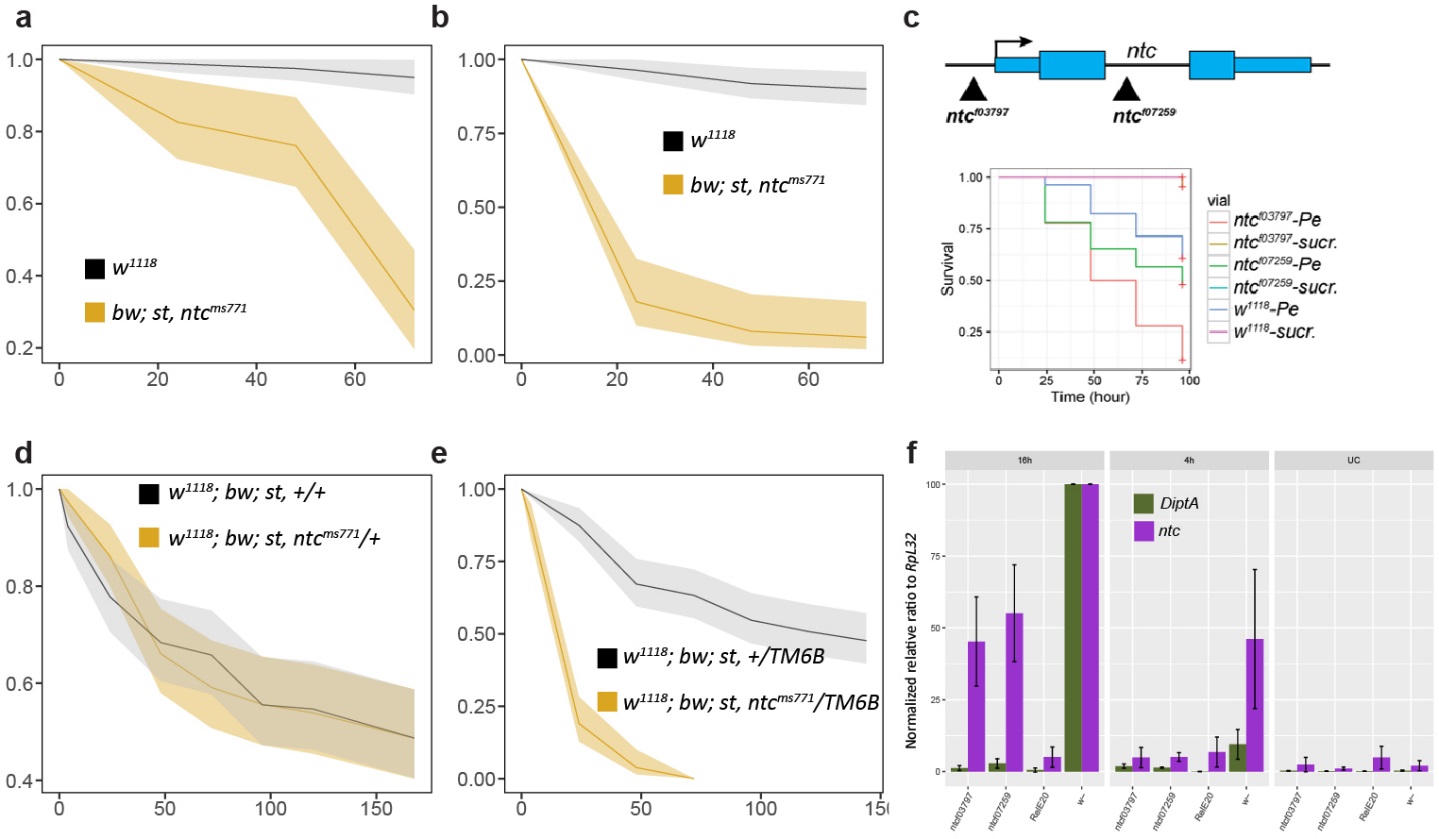

# Fig S2: Analysis of several *ntc* mutants

1. Survival of *bw; st, ntc^ms771^* homozygous flies in the control condition.
2. Survival of *bw; st, ntc^ms771^* homozygous flies in the infected condition.
3. Top panel: location of p-element insertions; bottom panel: survival of P-element lines upon *P.e.* infection.
4. Survival of *bw; st, ntc^ms771^* mutants crossed with *w^1118^* with TM6B balancer chromosome.
5. Survival of *bw; st, ntc^ms771^* mutants crossed with *w^1118^* without TM6B balancer chromosome.
6. qPCR-based expression of *ntc* and *DiptA* normalized to *RpL32* in P-element lines, *w^1118^* and *Rel^E20^* in control and infected conditions. Data from at least three biological replicates.

Data presented in (a), (b), (c), (d), (e) and (f) are based on at least three biological replicates.

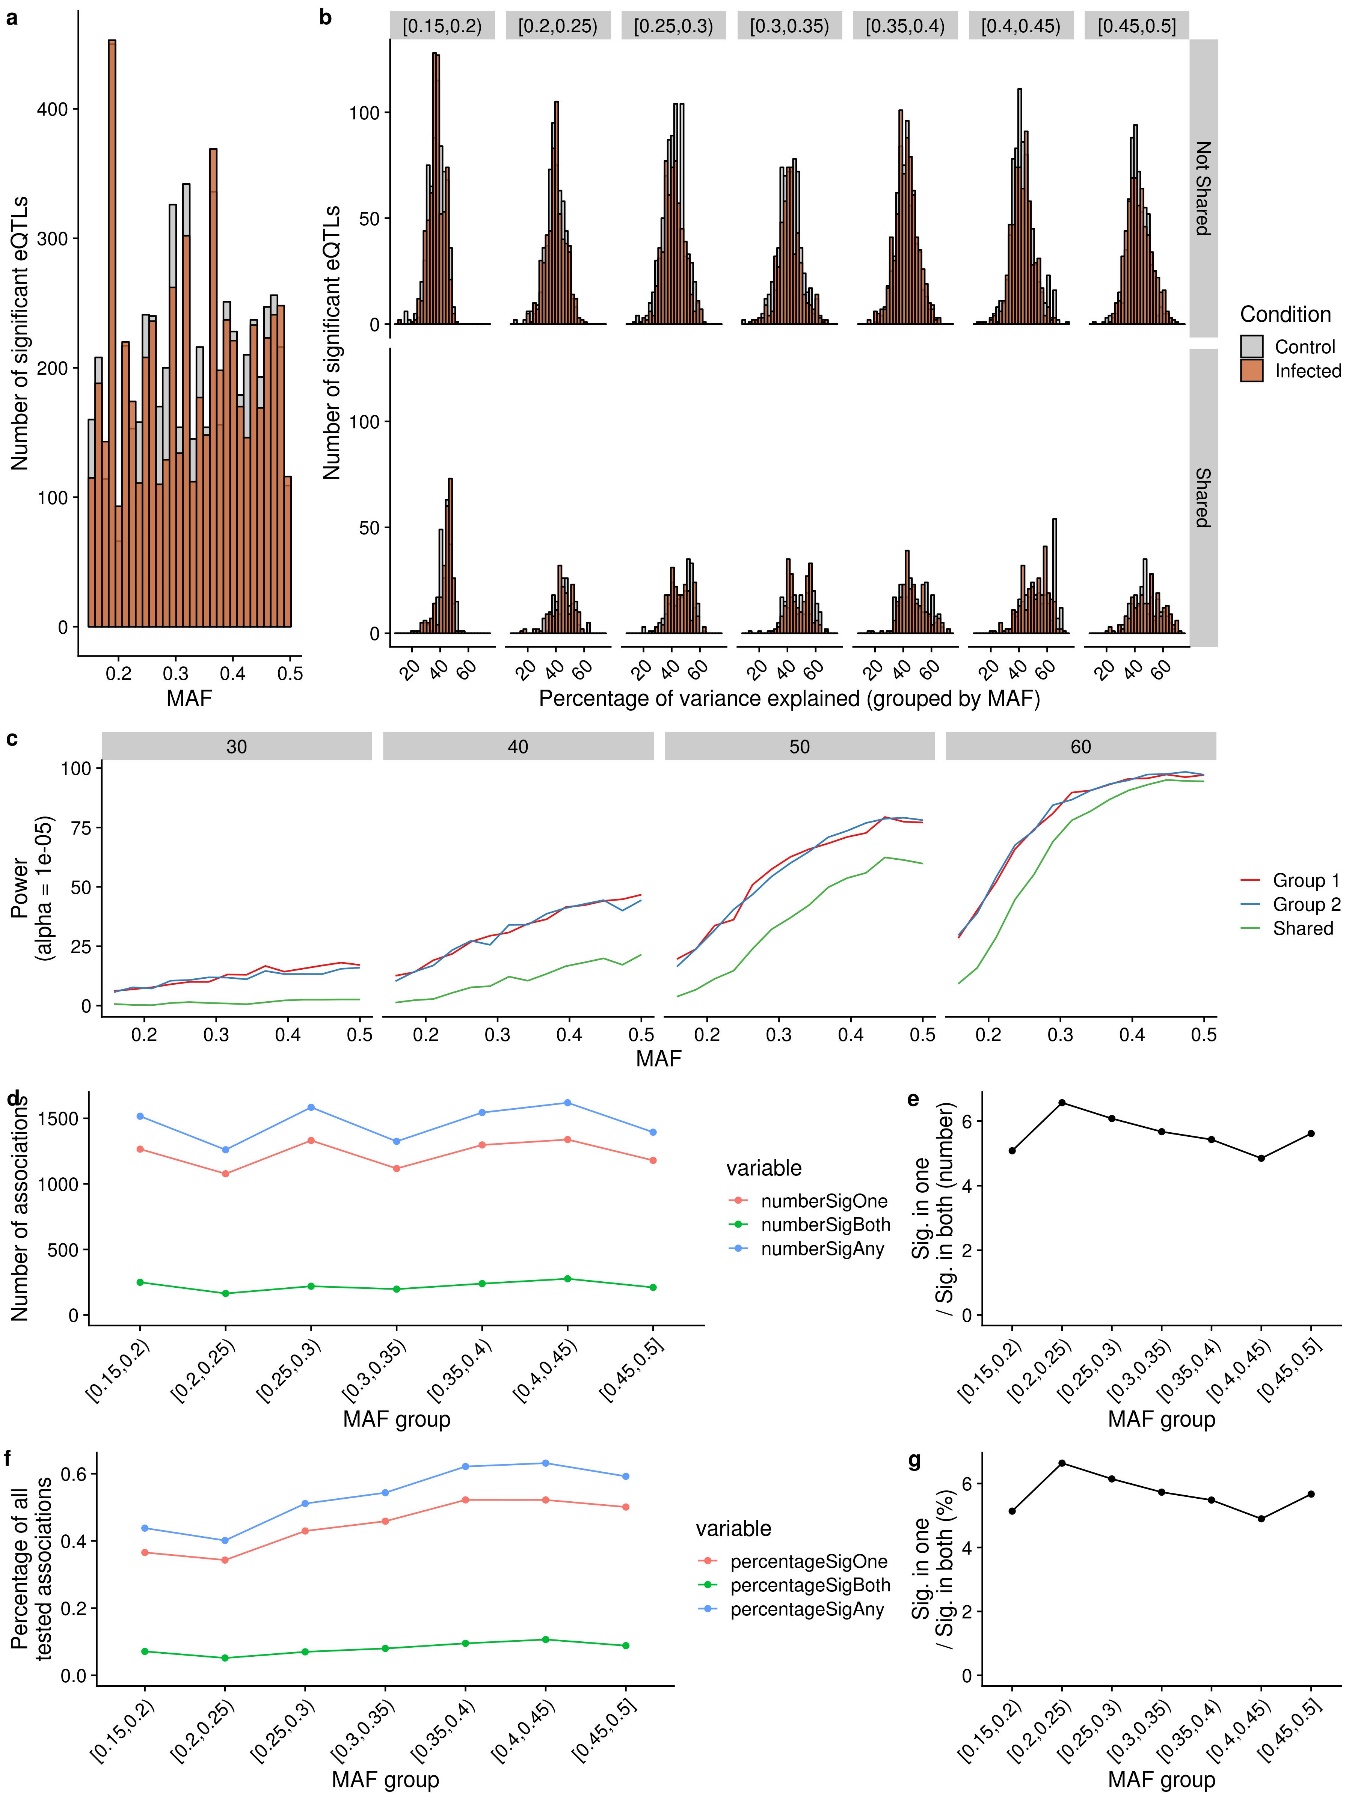

# Fig S3: Relationship between minor allele frequency and condition-specific local-eQTLs.

1. Histogram of significant *local-*eQTLs binned by minor allele frequency (MAF) and coloured by condition.
2. Histogram showing the contribution to variance in gene expression by genotype at significant *local-*eQTLs. The data are stratified according to condition, MAF, and whether the *local*-eQTL is shared. The same covariates are considered as in the *local-*eQTL analysis.
3. Simulation study under idealized conditions for a range of MAFs and contributions to variance in line means. For each MAF and expected contribution to gene expression level by the genotype, 1000 permutations were performed as in (2). To simulate gene expression, a random vector I with values 0 or 1 (representing genotypes), was created. To this vector, we then added a generated normal distribution (V_E_) that has a variance equal to the remaining variance such that V_E_ = ((100 – PerVar)/PerVar)*V_I_, where V_I_ = Var(I) and Pervar = contribution to variance in line means. The same analysis was performed in pairs (termed Group1 and Group2) that share all parameters but differ in the randomly-generated phenotypic variation that corresponds to V_E_. The Shared group in green corresponds to the power to detect a true shared eQTL and represents permutations where the eQTL is recovered in the pair.
4. Significant *local*-eQTLs were binned by minor allele frequency groups (MAF) and classified as significant in any (numberSigAny), only one (numberSigOne), and both conditions (numberSigBoth). Here, MAF is the number of strains carrying the less-represented allele in the 38 samples divided by 38.
5. Ratio of the number of *local*-eQTLs that are significant in one condition versus those that are shared as a function of MAF.
6. The same values in (a) represented as the percentage of all tested variants in each MAF group.
7. Ratio of the values in (c).

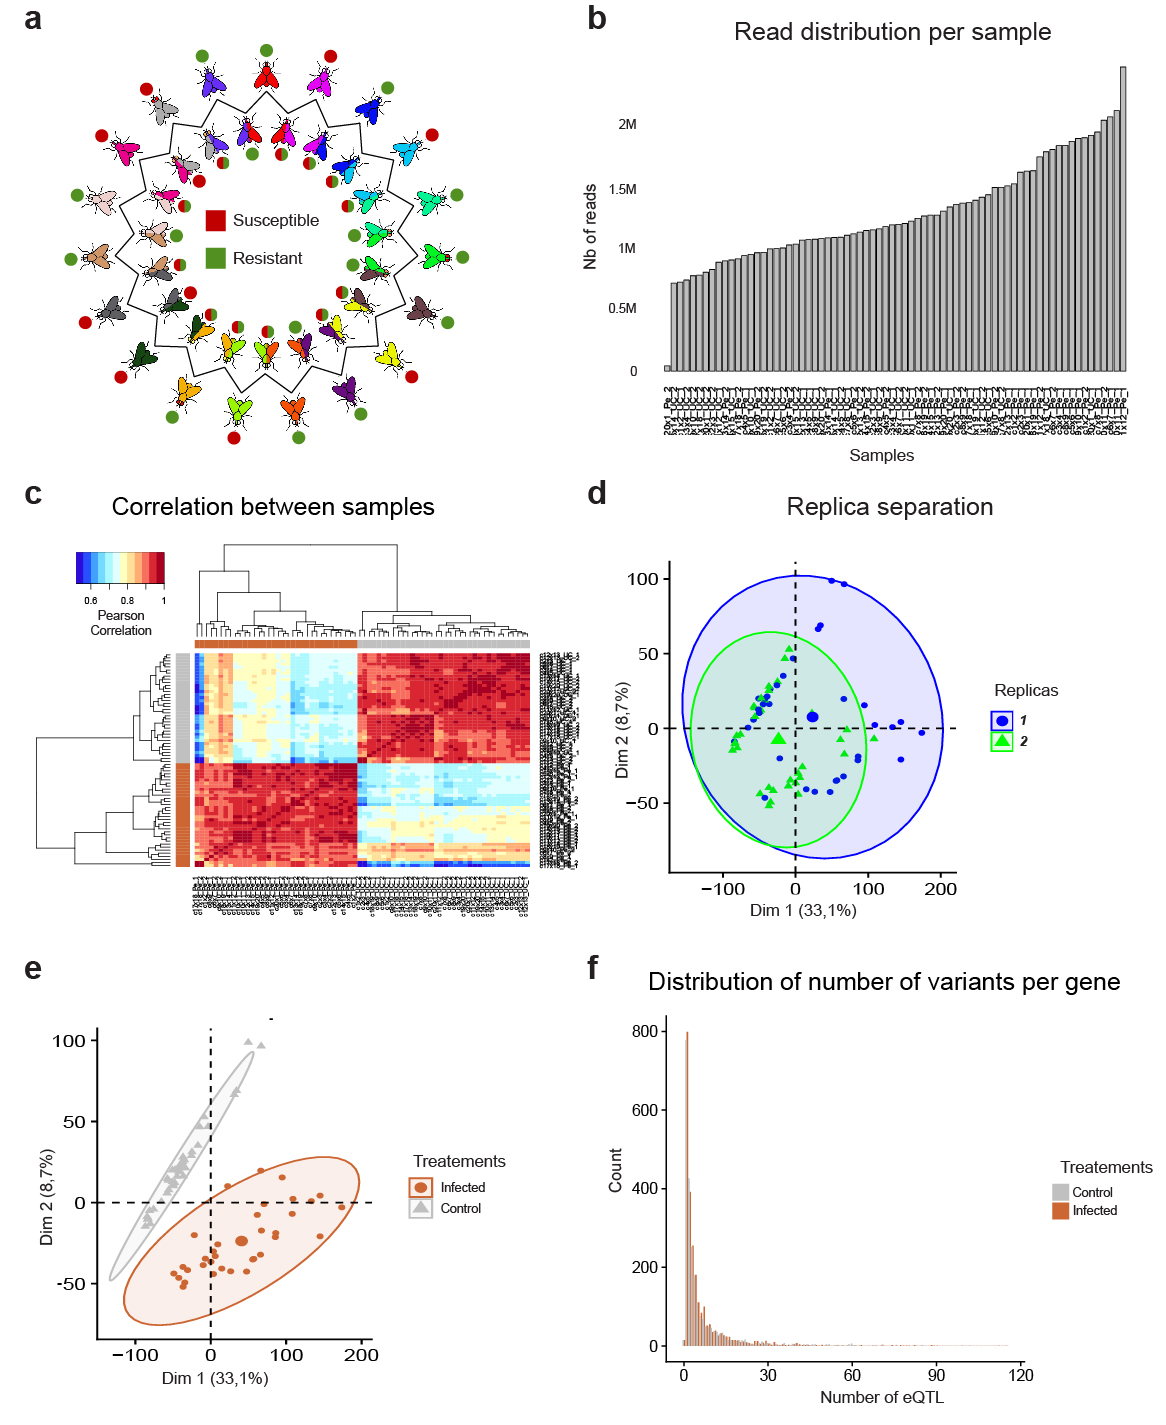

# Fig S4: Quality control of BRB-seq libraries

1. Repartition of resistant and susceptible lines in the round robin scheme.
2. Distribution of reads in each library. 

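The library with the fewest reads was the infected sample of replicate 2 of cross DGRP-142 x DGRP-217, with 43183 reads on 4681 genes, against at least 719162 reads in every other F1 library. The number of its reads assigned to a parent was 5662. With this library included, 1103 genes were called upon infection in the F1 samples, 637 of them higher in the infected condition, and 981 of them were also called without it.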

The left-most library was subsequently dropped from the analysis.
3. 

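Across the F1 samples, Pearson's r was taken over genes on log2 CPM scaled by TMM and voom with quantile normalization. Its median was 0.932 between replicates of a cross and condition (35 pairs, 0.810 to 0.966). Samples of different crosses in the same condition reached 0.918 within a replicate experiment and 0.917 between replicate experiments (medians of 595 pairs each). Between control and infected samples the median was 0.830 (1260 pairs). The lowest value among replicates was that of the infected samples of DGRP-721 x DGRP-890. Genes are not independent replicates, so no p-value is given for these correlations.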

Correlation matrix between samples computed on the count matrices displays good separation between treatments.
4. 

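A test of replicate experiment 2 against 1 within each condition, with the cross as a covariate, called 104 of 6828 genes in the control samples, 89 of them higher in replicate 2, and 14 of 7310 genes in the infected samples, 10 of them higher (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05, no fold threshold). DESeq2 called 200 and 77 genes in the same samples. At a threshold of 2-fold, 3 genes were left in the control samples and 1 in the infected samples. The genes with the smallest p in the infected samples were *drl*, FBgn0038347, *sug*, *Jon65Ai* and *CG13868*, with log2 differences of replicate 2 against 1 of -0.74, 0.40, -0.56, 0.51 and 0.78 (standard errors 0.11, 0.06, 0.09, 0.08 and 0.13). *Jon65Ai* belongs to a family of similar serine protease genes, between which reads could be shared. These differences are smaller than the infection response, in which 785 genes rose at least 2-fold.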

Principal component analysis of gene expression from F1 lines, showing no major batch effect. Treatment-based PCA showing separation between different conditions.
5. Principal component analysis of gene expression from F1 lines, showing a separation between control and infected conditions.
6. Distribution of number of variants per gene.

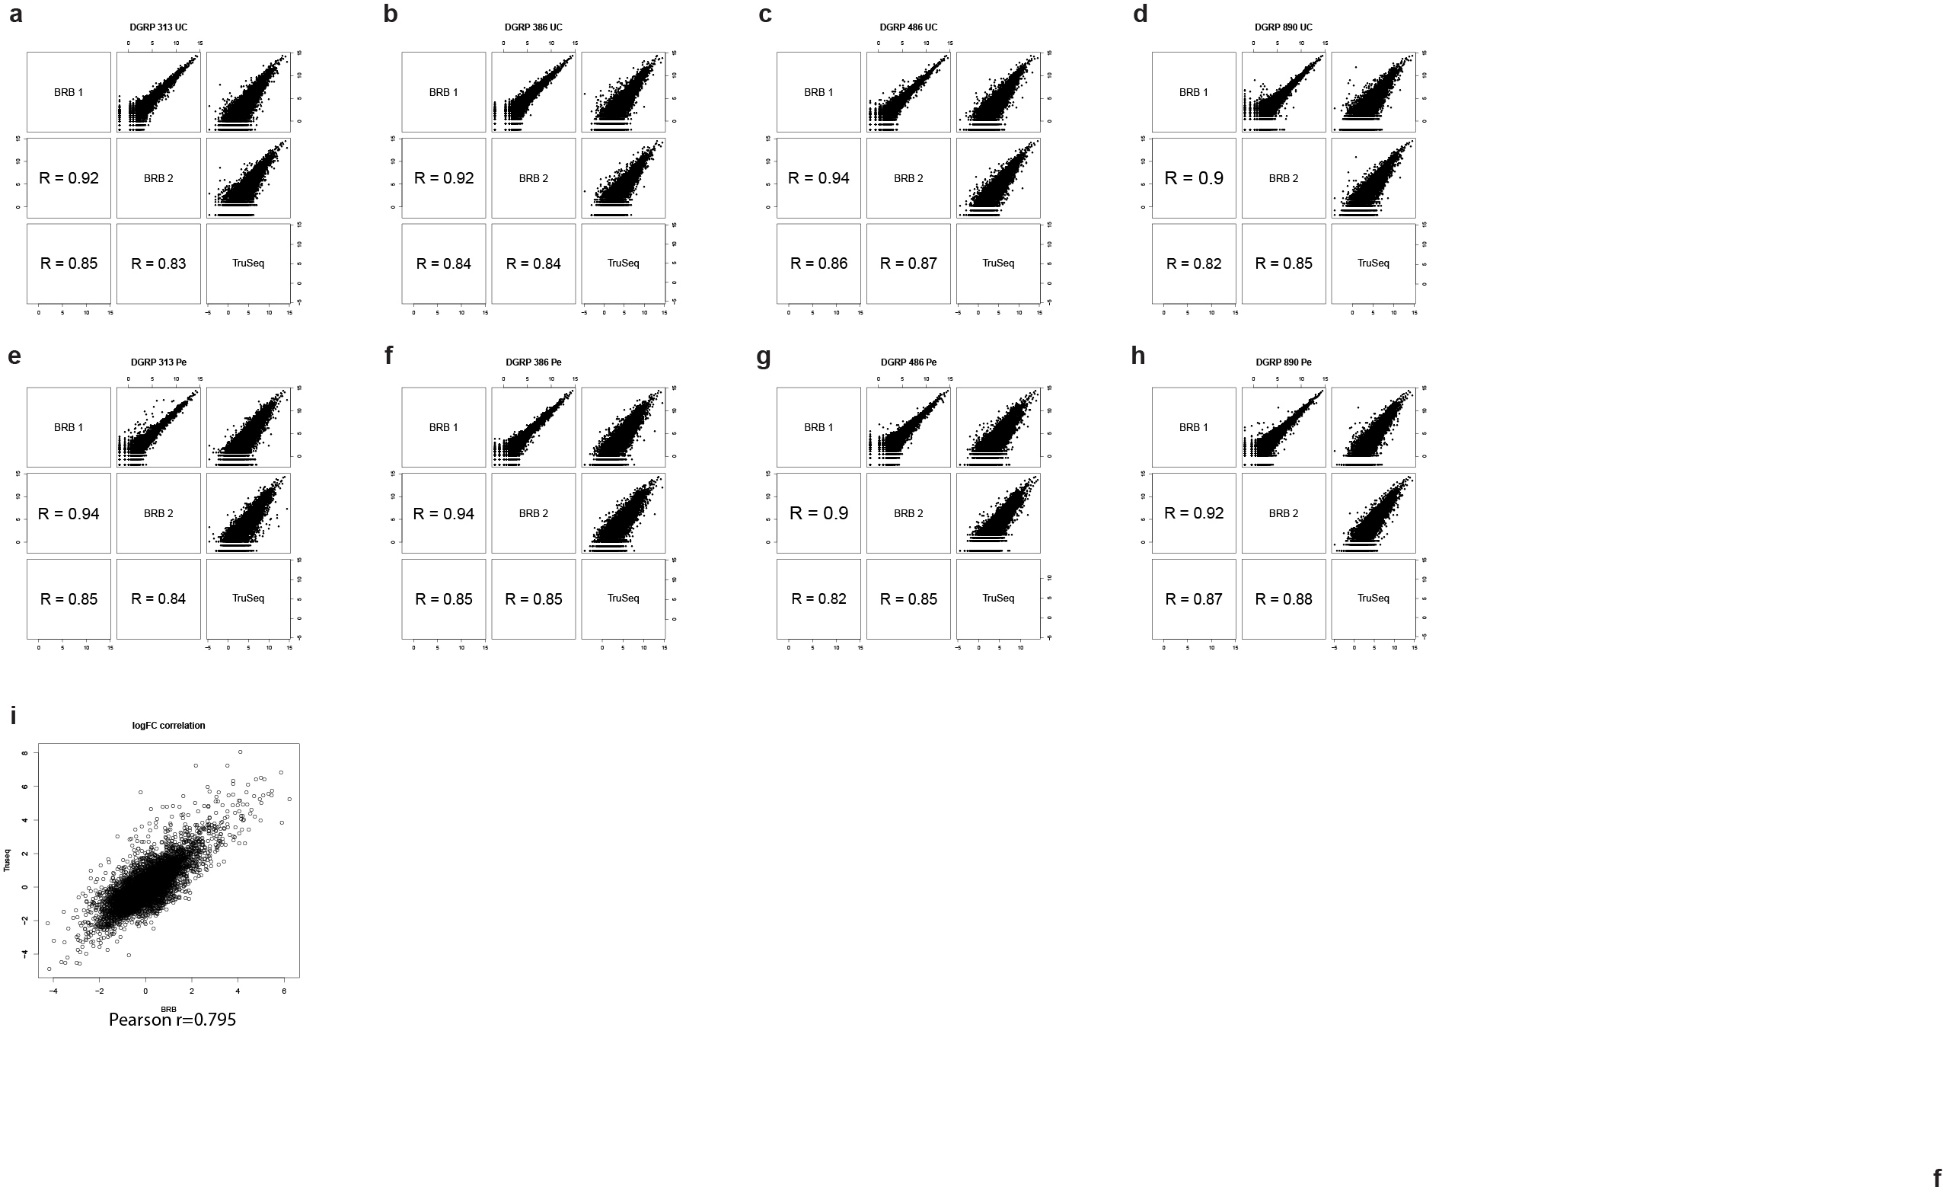

# Fig S5: Comparison between TruSeq and BRB-seq libraries

1. to (d) Correlation between libraries for the control condition. Each panel shows the correlation between the two BRB-seq libraries (BRB 1 and BRB 2) and the TruSeq library (TruSeq) for a particular DGRP line (from a to d: DGRP 313, DGRP 386, DGRP 486, and DGRP 890). 

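The BRB-seq replicates of the 4 lines were compared here, while the TruSeq libraries were not analysed here. Over 6913 genes with more than 5 counts in most of the homozygous samples, Pearson's r of log2 CPM between both replicates in the control condition was 0.937 for line DGRP-313, 0.933 for line DGRP-386, 0.954 for line DGRP-486 and 0.919 for DGRP-890. In the infected condition it was 0.946 for line DGRP-313, 0.956 for line DGRP-386, 0.913 for line DGRP-486 and 0.925 for DGRP-890. Spearman's rho ranged from 0.899 to 0.945 with a median of 0.919. Over all 10837 genes with a count, the median Pearson's r of the 8 pairs was 0.957. Line DGRP-229, which the figure does not show, had r of 0.922 in the infected condition. These correlations are across genes, which are not independent replicates.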

Each matrix displays the correlation plot (upper triangle) and the Pearson correlation coefficient (bottom triangle).
2. to (h) Similar analysis as shown in panel (a) to (d) but for the infected condition (from e to h: DGRP 313, DGRP 386, DGRP 486 and DGRP 890). Correlation between gene expression fold change derived from the TruSeq experiment (y-axis) and from the BRB-seq experiment (x-axis). 

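On the BRB-seq side of this comparison, 1220 of 6884 genes were called upon infection in the 4 homozygous lines, 772 higher and 448 lower (edgeR's quasi-likelihood test with the line as a covariate, at least 2-fold, Benjamini-Hochberg adjusted p under 0.05). At 4-fold, 255 genes were called. With DGRP-229 added, 1270 genes were called and 1110 of them were called without it. *Rel* rose by 2.52 on the log2 scale (standard error 0.14) and *ntc* by 2.91 (standard error 0.46), from 4.47 ± 2.96 to 38.3 ± 34.6 CPM (SD, n = 8 and n = 8). *RpL32*, the reference gene of the paper's qPCR, fell by 1.02 on the log2 scale (standard error 0.14), and by 0.68 under quantile normalization, below the 2-fold threshold. Over the 6794 genes tested in both kinds of flies, the log2 fold changes of the homozygous lines and of the F1 samples had a Pearson's r of 0.928 across genes. Of the genes called in both, 896 of 896 changed in the same direction. The TruSeq fold changes were not analysed here.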

The Pearson correlation coefficient is provided under the plot.

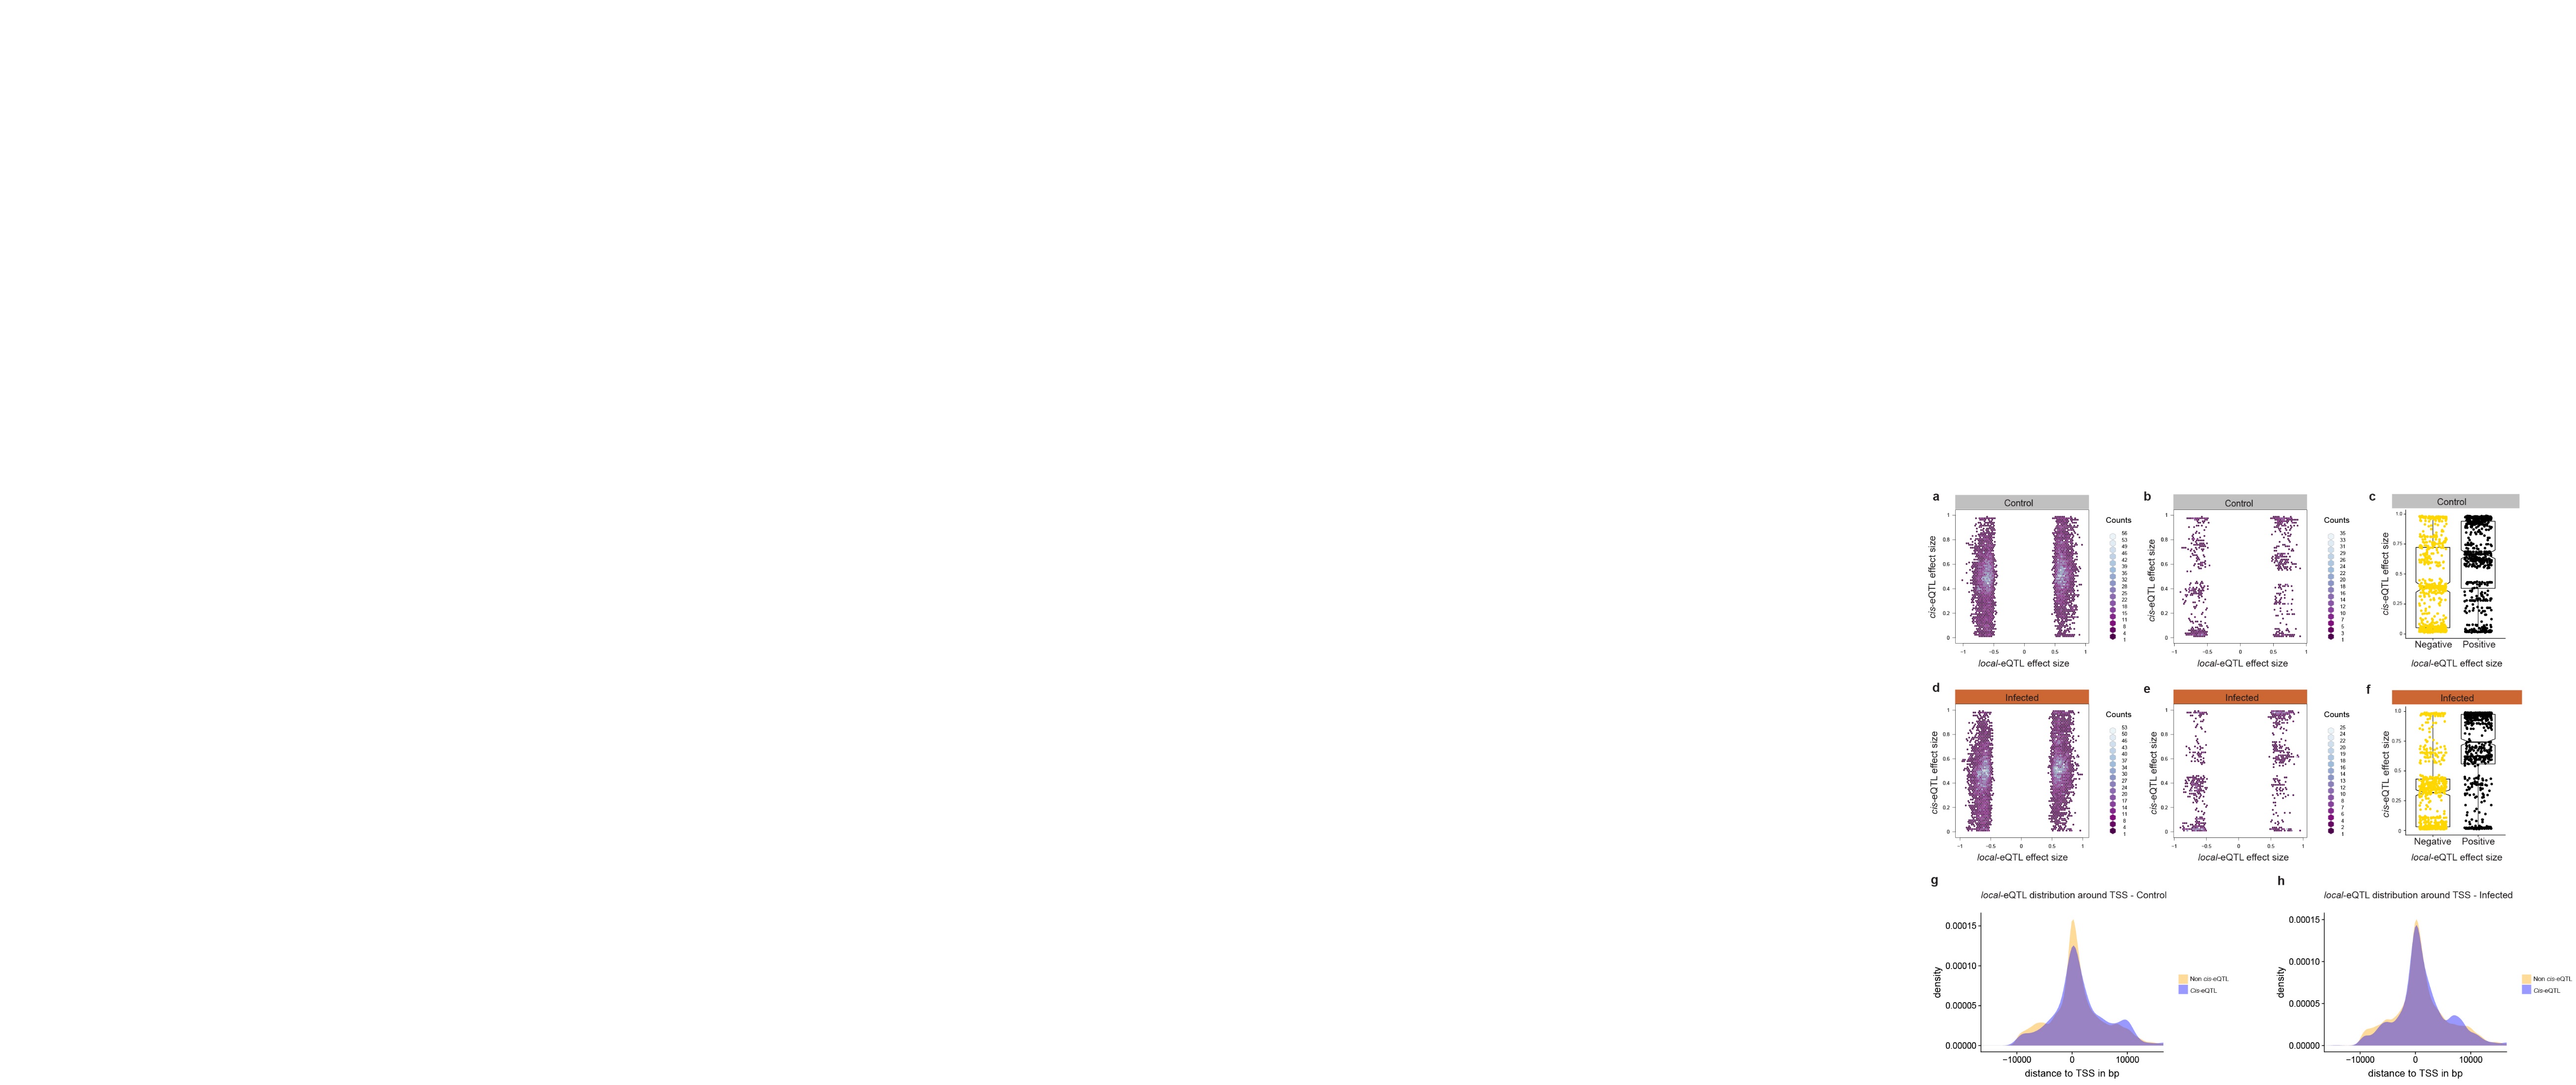

# Fig S6: Comparison of measured *local-*eQTL effect size and *cis-*eQTL effect size

1. Correlation between all *local*-eQTL effect size computed by Matrix-eQTL (x-axis) and *local-*eQTL effect size computed by allele specific expression (y-axis) showing a poor overall correlation in the control condition.
2. and (c) Correlation between *local*-eQTL effect size (x-axis) and *cis­-*eQTL (y-axis) effect size showing that a *local-*eQTL having a *cis*-effect will tend to replicate the effect size direction measured by Matrix-eQTL in the control condition.
3. Correlation between all *local*-eQTL effect size computed by Matrix-eQTL (x-axis) and *local-*eQTL effect size computed by allele specific expression (y-axis) showing a poor overall correlation in the infected condition.
4. and (f) Correlation between *local*-eQTL effect size (x-axis) and *cis­-*eQTL (y-axis) effect size showing that a *local-*eQTL having a *cis*-effect will tend to replicate the effect size direction measured by Matrix-eQTL in the infected condition.
5. This effect is stronger for the infected (panel (e) and (f)) compared to the control condition (panel (b) and (c)).
6. Distribution of non *cis-* and *cis-*eQTLs around the TSS for the control condition.
7. Distribution of non *cis-* and *cis-* eQTLs around the TSS from the infected condition.

**
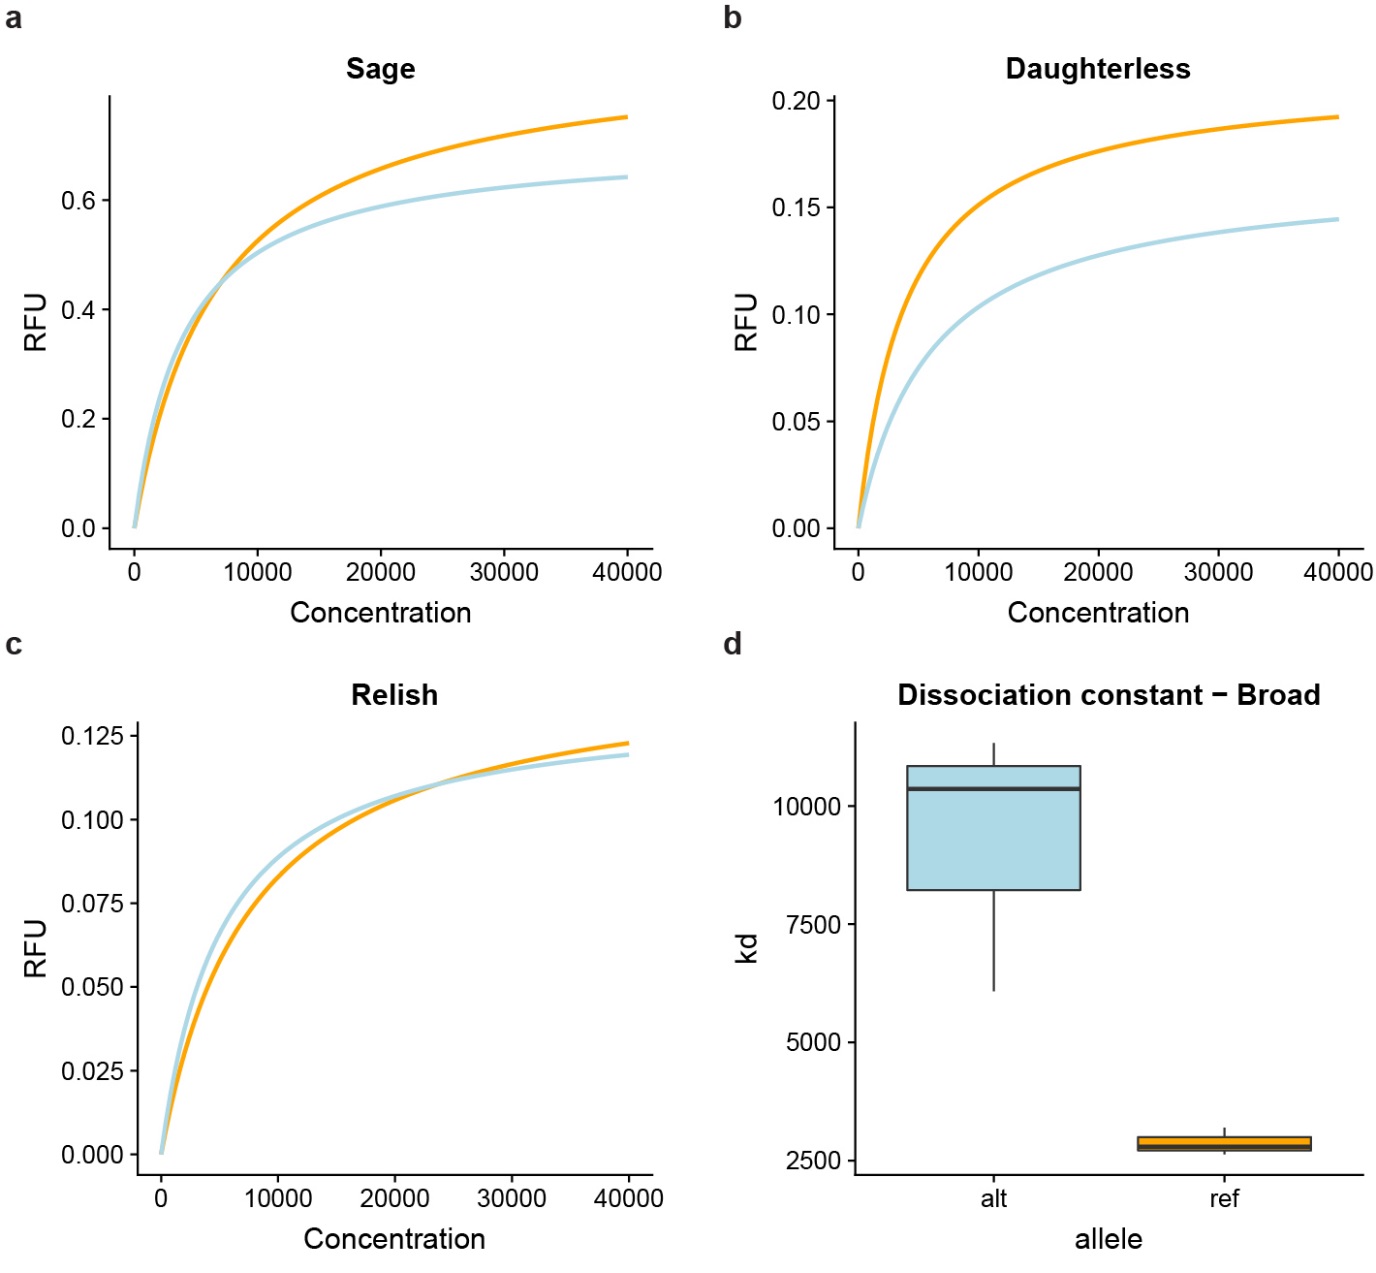
**

# Fig S7: MITOMI analysis of distinct TFs associated with the *ntc* locus

1. Measure of the binding affinity between Sage and the reference or alternate allele in one replica as measured by MITOMI (3,4).
2. Measure of the binding affinity between Daughterless and the reference or alternate allele in one replica as measured by MITOMI (3,4).
3. Measure of the binding affinity between Relish and the reference or alternate allele in one replica as measured by MITOMI (3,4).
4. Difference in the inferred dissociation constant (Kd) between the *Broad* alternate (blue) and reference (orange) alleles in three replicas.

**References**

1. Bou Sleiman MS, Osman D, Massouras A, Hoffmann AA, Lemaitre B, Deplancke B. Genetic, molecular and physiological basis of variation in Drosophila gut immunocompetence. Nat Commun [Internet]. 2015;6:7829. Available from: http://www.nature.com/doifinder/10.1038/ncomms8829

2. Long AD, Macdonald SJ, King EG. Dissecting complex traits using the Drosophila Synthetic Population Resource. Trends Genet [Internet]. 2014;30(11):488–95. Available from: http://dx.doi.org/10.1016/j.tig.2014.07.009

3. Isakova A, Groux R, Imbeault M, Rainer P, Alpern D, Dainese R, et al. SMiLE-seq identifies binding motifs of single and dimeric transcription factors. Nat Methods. 2017;14(3):316–22.

4. Maerkl SJ, Quake SR. A Systems Approach to Measuring the Binding Energy Landscapes of Transcription Factors. Science (80- ). 2007;315(5809):233–7.

How the deposited data were processed for this re-analysis (not part of the article)

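The deposited data hold BRB-seq counts of female guts, 10 per sample, from 18 F1 crosses and 5 homozygous DGRP lines, each with a control and an infected sample in replicate experiments 1 and 2. The authors aligned the reads, kept unique alignments, removed duplicates and counted reads per gene, and for the F1 samples they assigned the reads that carry a variant to the maternal or the paternal line. The values are whole numbers of reads without normalization. For the F1 samples each gene has a total, a maternal and a paternal count and the number of variants that could assign a read. Checked on the values, 35 to 87 genes per F1 sample, with a median of 70, had more allele-assigned reads than reads in total, so the allele counts are not strictly a part of the totals. No filter on low counts had been applied. Of the 14869 genes, 13524 carry a symbol in the annotation used here and 1345 do not, and genes without one are named by their FlyBase number. The genes br and da could not be matched to a gene number and have no values here.

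Samples were grouped by the cross or line, the condition and the replicate experiment of their labels. The infected sample of replicate 2 of cross DGRP-142 x DGRP-217 was left out, as in the paper, and DGRP-229 was left out of the main homozygous comparison, as in the paper, which gives no reason. The columns of samples without a label numbered 0. The cross that closes the ring, the TruSeq libraries, the qPCR, the binding assays and the eQTL mapping were not analysed here.

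Infection was compared with control in the F1 samples and in the homozygous samples, replicate experiment 2 with 1 in the control and in the infected F1 samples, and the infection response between crosses by the interaction of cross and condition. All used edgeR's quasi-likelihood test after TMM scaling, with the cross or line as a covariate, on genes with more than 5 counts in most samples of the comparison. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and the infection responses also needed a change of at least 2-fold. Log2 CPM used a prior count of 2. Principal components were computed on values scaled by TMM and voom with quantile normalization, and tested with 100000 permutations within crosses. Pearson's and Spearman's correlations of replicates were taken across genes. Those between F1 samples used the values of the principal components. Those of homozygous replicates used log2 CPM with the prior count of 2, so both sets are on different scales.

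Allele counts were tested within each cross with edgeR's quasi-likelihood test on a maternal and a paternal column per sample, with the sample as a covariate, for genes with at least 10 assigned reads in every sample of the cross. The same fit gave the change of the allele ratio upon infection. Across crosses, the binomial mixed model of the paper was fitted by lme4 with the cross as random effect and a Wald p, on samples with more assigned reads than the larger of 6 and the 25th percentile, and on genes with at least 3 crosses. Fits whose standard error lay far below what the spread between crosses allows were fitted again with another optimizer and a standard error without the numerical Hessian. After this, 6 genes were called in the control condition, where 11 had been called before, and 2 in the infected condition, where 8 had been called before. The calls of this model were also counted with the parents of each cross exchanged at random, on 300 genes with 3, 6 and 12 crosses. For ntc the model was fitted without a threshold on reads, the reads of each cross were tested with an exact binomial test, and the parents were exchanged at random 1000 times, of which 78 gave a p under 0.05 (7.8%). Absolute log2 allele ratios of ntc, with a pseudocount of 0.5, were compared between conditions with a permutation test over crosses.

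The genes named in the text follow a rule set before the data were examined. They are the genes the paper names, the 5 with the largest increase and the 5 with the largest decrease on infection among those that changed the same way in every cross, and the 5 with the smallest p in the interaction. The rule also took the 5 called in the most crosses for allelic imbalance and the 5 with the smallest p in the mixed model in each condition and in the replicate comparison of the infected samples. The ribosomal protein genes and the Jon genes were added after their values were seen. Positions are those of the BDGP6.54 annotation, which is later than the one used by the authors.

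The paper's replicate numbers mark the replicate experiments, so samples of the same number were treated as made together. As a check, the difference between replicates of the control samples of a cross was correlated across genes with that of its infected samples. Pearson's r lay between -0.51 and 0.34 in 17 crosses, with a median of 0.134 and 11 above 0.1, and between 0.04 and 0.24 in 4 homozygous lines. The comparisons above carry no term for the replicate. A replicate block was added as an alternative. In the tests of the infection response and of the interaction it is a single shift between experiments, common to all crosses or lines. The pairing of samples within a cross was therefore not blocked in those tests.

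Depth sets the limits. An F1 sample held 719162 to 2484352 reads and 80574 to 324356 allele-assigned reads, so that 1602 to 3611 genes per sample had more than 6 assigned reads. On counts simulated with the depth and spread of these samples and 200 changed genes each, the comparisons recovered 200 genes for the F1 infection response, 181 for the homozygous one, 199 for each replicate comparison and 160 for the interaction. Genes simulated without a change made up 0% to 3.40% of the calls, but 9.13% in the replicate comparison of the infected samples, above the 5% aimed at. For allelic imbalance within a cross they recovered 134 genes in the control condition, 150 in the infected condition and 158 for the change upon infection. The mixed model recovered 199, and 14.6% of its calls were genes simulated without an imbalance. In these simulations of allele counts the spread was a set value and was not estimated from these samples. The test that flips the signs of cross means was run on another simulation, of normally distributed cross means in place of reads. There it recovered 200, and 4.76% of its calls were genes without an imbalance. The settings differ, so these shares do not rank both tests.

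The alternatives were DESeq2 and limma with voom and quantile normalization, other filters on counts and on allele-assigned reads, other fold thresholds, a term for the replicate, each replicate left out, the library the paper dropped, line DGRP-229, exact tests on summed reads, a random term per library, other pseudocounts and thinned reads. The crosses with a skewed allele composition were left out in an alternative chosen after seeing the data. These are the 4 crosses with a library whose median maternal share over genes with at least 30 assigned reads lies more than 0.05 from equal shares. The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, lme4 1.1.37, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.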

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

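Tests chosen only after the result was seen are those of a mix with homozygous flies and of 3 exchanged labels for cross DGRP-721 x DGRP-890, those of the interaction without the crosses of skewed allele composition, and that of DGRP-229. The search for samples far from their group covered 19 groups of 4 or 8 samples, of which chance alone would set apart about 1 in 20. It set apart 2.

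In the library labelled DGRP-721 x DGRP-890 infected replicate 1, the mother held 23.7% of the allele-assigned reads, far from the other libraries of that cross at 45.8% to 49.4%. Its gene-level shares spread over an interquartile range of 0.383, wider than the 0.120 to 0.155 of the 14 crosses with even shares, which argues against RNA of homozygous flies of DGRP-890 mixed in, since that would shift all genes alike. At genes without a variant between lines DGRP-890 and DGRP-332, the median share of DGRP-721 was 0.0182, and at genes with such a variant it was 0.278, as flies of DGRP-890 x DGRP-332 in place of DGRP-721 x DGRP-890 would give. The library labelled DGRP-890 x DGRP-332 control replicate 1 has the mirror image. At genes without a variant between lines DGRP-721 and DGRP-890, its median share of DGRP-890 was 0.990, as flies of DGRP-721 x DGRP-890 would give, and its interquartile range of 0.397 again argues against a mix with homozygous flies.

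An exchange of both labels alone would make the library labelled DGRP-890 x DGRP-332 control replicate 1 an infected sample. Its score on the infection response, taken over the 1220 genes called in the homozygous lines and set to 0 for the mean control and 1 for the mean infected library of 16 other crosses, was 0.00936, which argues against this. Control libraries of those crosses scored -0.120 to 0.0919 and infected ones 0.592 to 1.14. At -0.0203, the library labelled DGRP-721 x DGRP-890 infected replicate 1 lay inside the control range, as an exchange of both labels would give. The library labelled DGRP-721 x DGRP-890 control replicate 1 scored 0.749, inside the infected range but below the 1.14 of infected replicate 2 of that cross. Its allele shares spread like those of an even cross, with an interquartile range of 0.132. Their median of 0.4545 was lower than the 0.4886 and 0.4915 of both replicate 2 libraries. The median was 0.4545 at genes without and 0.4543 at genes with a variant between lines DGRP-890 and DGRP-332. Flies of DGRP-890 x DGRP-332 mixed in would lower the first more, so these values give no sign of them. RNA of other flies in a part of this library stays open and was not tested. A candidate explanation is that 3 labels of replicate 1 moved in a ring, so that infected DGRP-721 x DGRP-890 flies carry the label DGRP-721 x DGRP-890 control, control DGRP-721 x DGRP-890 flies carry the label DGRP-890 x DGRP-332 control and control DGRP-890 x DGRP-332 flies carry the label DGRP-721 x DGRP-890 infected. This was found and tested on the same data. At which step labels were exchanged cannot be read from the counts, and all values in the text keep the deposited labels.

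Among the homozygous infected libraries, replicate 2 of DGRP-313 held 3270618 reads, against 933518 to 1910263 in the others. This is a difference in sequencing depth, for which no cause was tested, and no biological explanation was tested either. Without replicate 2 of every line, 1160 genes were called in the homozygous lines, against 1220 with it.

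The infection response differed between the F1 crosses for 22 genes by the test of the interaction (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 570 genes at an unadjusted p under 0.05. The smallest p was that of *GstE1* (adjusted p = 0.00613), with log2 fold changes from -0.34 to 4.24 in single crosses and an increase in 17 of 18. *CG42495*, *CG16723*, *CG11825* and *CG6908* followed, with adjusted p of 0.00953, 0.00953, 0.0188 and 0.0205 and increases in 9, 15, 15 and 13 of 18 crosses. Without the 4 crosses of skewed allele composition, 18 genes were called and 11 of the 22 were among them, which argues against these crosses as the source for those 11. The other 11 were not called without these crosses, *GstE1* among them (adjusted p = 0.293). For these, misplaced libraries and the smaller number of libraries cannot be told apart. A difference between the genotypes stays open and was not tested further.

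Line DGRP-229, which the paper does not use, also responded to infection, with 987 of 6635 genes called, 652 higher and 335 lower. Of these, 599 were called in the other 4 lines together, 594 of them in the same direction. The lines taken singly had 522 to 1291 called genes. Across genes, the fold changes of DGRP-229 correlated with those of each other line, the lowest Pearson's r being 0.551, against 0.534 for the lowest among the other lines. This argues against noise of single libraries as the source of its response, so a response to infection like that of the other lines is in line with this value, as a hypothesis. A difference in depth between its conditions, with 2649725 and 1895201 reads in the control and 1023679 and 1210443 in the infected libraries, was not tested.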

How the results depend on the processing

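All alternatives were set before the data were examined except that without the 4 crosses of skewed allele composition (DGRP-486 x DGRP-535, DGRP-721 x DGRP-890, DGRP-738 x DGRP-721 and DGRP-890 x DGRP-332), which was chosen after seeing the data. Unless a value or the construction of an alternative is given, the cause of a change was not tested.

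The number of genes called upon infection followed the thresholds. At 4-fold it fell to 220 in the F1 samples and to 255 in the homozygous lines, and without a filter on counts, which tests more genes, it rose to 1696 in the F1 samples. Other alternatives gave 916 to 1274 genes in the F1 samples and 935 to 1414 in the homozygous lines. The share of genes called higher, 69.5% of the F1 calls, was 60.6% under quantile normalization, 57.8% with the library that the paper dropped, 82.7% at 4-fold and 74.0% without a filter on counts. The median log2 fold change of all genes was -0.11 under quantile normalization in the F1 samples, against -0.00 under TMM. For the named genes of the F1 response, 140 of 140 comparisons kept their direction and their side of the threshold. For the homozygous response 116 comparisons did so, 3 lost and 2 gained the call, and 4 changed sign at values near 0. *Dredd* went from 0.02 to -0.0042 with DESeq2, -0.060 with limma and -0.18 without replicate 1, and *foxo*, at -0.14, lay between -0.39 and 0.036 without replicate 2 or 1.

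The interaction called 123 genes with DESeq2 and 942 without a filter on counts, and of its named genes *GstE1* alone lost its call, without the skewed crosses. The replicate comparison called 200 genes with DESeq2, 3 at 2-fold and 65 without the skewed crosses in the control samples, and 77, 1 and 31 in the infected samples. A replicate block gave 1128 genes for the F1 response, 1231 for the homozygous one, and 27 or, with a term for its interaction with infection, 25 for the interaction of cross and infection.

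The first component held 36.7% of the variance without scaling of genes, 38.0% with more than 20 counts required and 31.0% with the dropped library, and 33.0% to 33.7% without replicate 1 or 2. The condition's share of it was 79.5% without replicate 2 and 96.7% without replicate 1, and 95.3% without the skewed crosses. The median correlation of homozygous replicates was 0.957 over all genes with a count.

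Imbalance within crosses depended on the error model. Tests on summed reads called a median of 207.5 genes per cross in the control condition, 249 in the infected condition and 27.5 for the change upon infection. A 2-fold ratio left 56 and 58.5 genes, and 30 reads left 3 for the change, where a replicate block gave 4. Leaving out a replicate of a condition gave 20 to 43 in the control condition, 9.5 to 117 in the infected condition and 0 to 0 for the change, where the lone library is assumed to vary like the others. Without infected replicate 2 the total for the change nevertheless rose from 85 to 536, of which 520 fell in 1 cross, and the highest count of a cross in the infected condition rose to 655. Of the 50 comparisons for named genes, 41 moved by less than 1.5 times and 9 by more.

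The mixed model's calls changed under most alternatives. In the control condition 4 genes were called with a term per library, all of them among the 6, and 4 without the skewed crosses, 3 of them among the 6. There 2 genes were called with at least 10 reads, 1 with at least 30 and 0 to 1 without a replicate. In the infected condition these were 1, 9 and 2 to 3, and 5 without the skewed crosses. A term per library gave 2 there, of which 0 were among the 2 of the model without it. The sign-flip test called 0 genes in both, with 126 and 115 at an unadjusted p under 0.05, but with the 4 to 7 crosses of the named control genes its smallest p cannot pass the adjustment, so it says nothing about these calls. For the 5 named genes called in the control condition 16 comparisons lost the call and 8 did not, and for *Vha36-1* and *CG30047* in the infected condition 10 lost it, 5 and 2 of them by the sign-flip test. With parents exchanged at random, the share of genes with a p under 0.05 at 3, 6 and 12 crosses was 15%, 10.3% and 10.7% in the control condition and 19%, 10.3% and 7.67% in the infected condition. A t distribution on cross means gave 3%, 3.67% and 6.67%, and 4%, 3.67% and 4.67%. A random term per library gave 12.7% at 3 crosses in the infected condition.

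For *ntc*, the control ratio of -0.03 became 0.85 with the paper's cutoff, which leaves 4 libraries, and 0.070 with a term per library. It was -0.22 to 0.20 when a replicate was left out, and no library had 30 reads, so that this alternative gave no value. The infected ratio kept its sign in every alternative run. The change of the absolute ratio upon infection became 0.27 with a pseudocount of 5 and 0.080 after thinning, while it was -1.02 to -0.60 without replicate 1 or 2 (permutation p = 0.00894 and 0.0497). A median of 2 assigned reads per control sample limits both values.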

Differences from the paper's values

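The second principal component of the F1 samples held 5.22% of the variance here, and in the paper about 8.7% in Fig. S4, read by eye. Of the alternatives set before the data were examined, the value was within 1.5 times the paper's without scaling of genes (7.92%), without replicate 1 (6.79%) and without replicate 2 (7.67%). It was not without quantile normalization (5.24%), with more than 20 counts required (4.72%) or with the dropped library (5.20%).

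Pearson's r between the BRB-seq replicates was 0.937 for DGRP-313 in the control condition, and in the paper about 0.92 in Fig. S5, read by eye. For DGRP-890 in the control condition it was 0.919, and in the paper about 0.90 in Fig. S5, read by eye. With all genes with a count the values here were 0.957 and 0.947, and with more than 20 counts required they were 0.947 and 0.936. Neither alternative, both set before the data were examined, comes closer to the paper's values. Both change the gene filter alone. The values here are TMM-scaled log2 CPM, whereas the paper's methods for this comparison give voom with quantile normalization and a removal of batch effects. That processing was not tried for these correlations, so it may account for the difference.

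The lowest number of reads on *ntc* is 35 in the paper. The lowest in a single infected F1 library here was 7, in a count that no alternative changes and in the library labelled DGRP-721 x DGRP-890 infected replicate 1, whose allele shares and infection response contradict its label. The next lowest was 10, in infected replicate 2 of DGRP-129 x DGRP-229, and 12 of 35 infected libraries and 36 of 36 control libraries had fewer than 35. With the replicates of a cross added up, the lowest infected value was 26 in DGRP-721 x DGRP-890, the 7 reads included, and the next was 34 in DGRP-129 x DGRP-229. Both are within 1.5 times the paper's value, and are taken over all 18 crosses, a wider group than the paper's 14.

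Fig. S4 separates every infected from every control library on the first component. Here the libraries labelled DGRP-721 x DGRP-890 control replicate 1 and DGRP-721 x DGRP-890 infected replicate 1 lay on the other side, at 22.7 and -47.9, while all others lay on the side of their condition.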

Other observations

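Tests chosen only after the result was seen are the mapping test of DGRP-890 x DGRP-332 and those of DGRP-486 x DGRP-535. Those of a mother of line DGRP-535 and of males in a library of DGRP-142 x DGRP-217 are also among them. So are the exchange of parents in the mixed model and its error, the replicate comparison without the skewed crosses and the look at the *Jon* genes. The tests of the ribosomal protein genes belong here too, since these genes were added after their values were seen. Of these, the count of matched lists alone was set before its own result was seen.

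In cross DGRP-890 x DGRP-332 the median maternal share was 0.713 and 0.770 in the control and infected libraries of replicate 2, over genes with at least 30 assigned reads. Infected replicate 1 of the same cross had a median of 0.5, which argues against a loss of paternal reads in mapping. The shift was alike on the X and on the autosomes, with a difference of 0.00196 in infected replicate 2, as RNA of homozygous flies of DGRP-890 mixed in would give, so this may be its source. No biological explanation was tested.

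All 4 libraries of DGRP-486 x DGRP-535 had median maternal shares of 0.582 to 0.625. DGRP-486 as father in DGRP-379 x DGRP-486 left the median at 0.5 or above, and DGRP-535 as mother in DGRP-535 x DGRP-738 at 0.494 or above, which argues against a mapping bias of either line. X and autosomes differed by at most 0.0109, so RNA of homozygous flies of DGRP-486 mixed in may be the source. Flies of DGRP-379 x DGRP-486 mixed in would raise the share more at genes without a variant between those lines. There the medians were 0.606 to 0.635, against 0.581 to 0.623 at genes with such a variant. The first was the higher in all 4 libraries, but the shift was present in both sets of genes. A mix with this cross therefore stays open, and no biological explanation was tested.

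In DGRP-738 x DGRP-721 the median maternal share was 0.430 and 0.368 in the control and infected libraries of replicate 2. Flies of DGRP-721 x DGRP-890 mixed in would lower it by the same factor at every gene without a variant between lines DGRP-721 and DGRP-890. At these genes the median was indeed low, at 0.235 in infected replicate 2 against 0.377 at genes with such a variant, and at 0.355 against 0.434 in control replicate 2. But in infected replicate 2 the upper quartile was 0.476 and the 90th percentile 0.600, against 0.587 and 0.642 in infected replicate 1, where the median was 0.492. Some of these genes were therefore hardly lowered, which argues against DGRP-721 x DGRP-890 as the whole source. At genes without a variant between lines DGRP-535 and DGRP-738 the median was 0.526 in infected and 0.533 in control replicate 2, so flies with a mother of DGRP-535 in place of DGRP-738 may have been mixed in. A part from DGRP-721 x DGRP-890 beside them stays open. No biological explanation was tested.

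In DGRP-142 x DGRP-217 the median maternal share of X-linked genes was 0.679 and 0.707 in control replicates 1 and 2 and 0.655 in infected replicate 1, while the median on the autosomes was at most 0.501. Males carry a maternal X alone. The male-specific RNA *roX1* reached at most 1.24 CPM in control replicate 2 and infected replicate 1, which argues against males in these libraries. In control replicate 1 it stood at 13.5 CPM from 26 reads, and *roX2* at 5.19, so males and a cause shared with the other libraries cannot be told apart there. In control replicate 2 of DGRP-738 x DGRP-721, *roX1* stood at 14.1 CPM from 16 reads without a higher maternal share on the X, where the median differed from that of the autosomes by -0.0299. The highest 90th percentile of X-linked shares was 0.812. A stretch of X shared by the parents holds no variant that could assign reads, so this value cannot test it. The source stays open, and a difference between the parents' X chromosomes was not tested.

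Chance was examined for 4 comparisons, each set against splits that exchange the labels within randomly drawn pairs of samples of a cross or line. The smallest share these splits can give is 1 of 60, or 1 of 100 for the homozygous lines. A share that small argues against chance but cannot exclude it. For the F1 infection response, 1 of 60 splits, the real one, called as many genes, and the largest other count was 146. For the homozygous lines it was 1 of 100, with 791 as the largest other count. For the replicate comparison in the control and in the infected samples it was 1 of 60 each, with largest other counts of 87 and 1. In the control samples the 87 comes near the 104 of the real labels. For the mixed model of maternal against paternal reads, 8 sets of parents were run over all genes, the real one and 7 with the parents of random crosses exchanged, a number limited by the time of a fit. In the control condition 6 of 8 called at least the 6 genes of the real parents, the others 3 to 35, and in the infected condition 8 of 8 called at least the 2 genes of the real parents, the others 12 to 46. Chance cannot be excluded for its calls.

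With parents exchanged at random, the mixed model gave a p under 0.05 for 19% of 300 infected genes with 3 crosses, and for 10.3% and 7.67% with 6 and 12 crosses. The control shares were 15%, 10.3% and 10.7% (95% interval at 12 crosses 7.41% to 14.7%), without a fall from 6 to 12 crosses. A t distribution on the cross means gave 4% at 3 crosses in the infected and 3% in the control condition. A Wald standard error that is too small with few crosses may account for the part of the excess that fell with more crosses. The source of the part left at 12 crosses in the control condition stays open. How far this bears on the tests of single variants in the paper was not tested.

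Log2 allele ratios of neighbouring crosses in the ring, which share a line as father of one and mother of the other, correlated across genes with a median Pearson's r of -0.35 in the control and -0.31 in the infected condition, below 0 in 17 of 17 pairs of crosses. Other pairs had medians of 0.00 and -0.00 (136 pairs). A permutation of the order of crosses gave p = 1e-05, the smallest value it can give. This is what *cis*-acting differences carried by a line would give, so they may be a source. Mapping of a line's reads at single genes would give the same sign. Genes with few variants had a median of -0.31, so both explanations cannot be told apart.

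Among genes with reads in 16 to 18 crosses, 1.60% had a p under 0.05 in the infected condition with the real parents (95% interval 0.693% to 3.13%), against 8.4% with parents exchanged at random. In genes with 3 to 6 crosses the shares were 9.60% and 11.4%. In the control condition the shares at 16 to 18 crosses were 5.48% (3.38% to 8.34%) and 9.04% (6.31% to 12.5%), with intervals that overlap, and those at 3 to 6 crosses 9.42% and 11.6%. Line effects that cancel along the ring, where all lines but those at the ends of the chain are mother once and father once, may explain the difference in the infected condition.

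The replicate comparison of the control samples called 104 genes. After thinning all control libraries to 719162 reads, 83 genes were called, 75 of them among the 104, and without the skewed crosses 65 were called, 51 of them among the 104. In 60 splits of the same libraries, 1, the real one, called as many after thinning, with 81 as the largest other count, and 1 called as many without the skewed crosses, with 9 as the largest other count. This argues against a difference in depth and against these crosses as the whole source. RNA of infected guts carried over would raise genes that infection raises at least 8-fold, but the median log2 difference of 48 such genes was 0.11, against a median size of 0.53 for the 65 genes called without the skewed crosses, from which both values come. Among the genes called are 11 of 16 *Jon* serine protease genes, singled out after their values were seen. All 16 were higher in replicate 2, with a mean log2 difference over crosses of 0.53 ± 0.40 (SD, higher in 16 of 18 crosses). No p is given, since they were picked in the same data. Without the skewed crosses 9 of them were called, with a median difference of 0.43, and in the infected samples 1 of 16 was called, with a median of 0.32. They took 2.78% to 8.55% of the reads of a control sample. A difference in feeding or dissection between the experiments was not tested.

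The 69 ribosomal protein genes fell upon infection in the F1 samples, with a median log2 fold change of -0.67 and 69 of 69 lower. The median was -0.69 with DESeq2, where 68 of 69 were lower, and -0.37 under quantile normalization, where 69 of 69 were lower and the median of all genes was -0.11. The scaling therefore sets the size of the fall but is not its whole source. *RpL32*, the reference gene of the paper's qPCR, changed by -0.86, -0.88 and -0.59 under the same scalings and was lower in 18 of 18 crosses. A regression over crosses put the change at -0.57 for equal depth of both conditions. In the 3 crosses without deeper infected samples the mean change was -0.22 to -0.69, which argues against deeper sequencing of the infected samples as the whole source. Among 10000 lists of other genes matched in abundance, 19 had a median as low. Since the ribosomal protein genes were added after their values were seen, this count cannot exclude a fall of all abundant genes as the whole source. The lists' median of -0.53 shows that most of the fall is shared with genes of the same abundance, so this part may not be particular to ribosomal protein genes. The counts give shares of the RNA of a sample and not amounts per gut, and a change in total RNA was not measured.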
